# Single-cell profiling reveals three endothelial-to-hematopoietic transitions with divergent isoform expression landscapes

**DOI:** 10.1038/s44161-025-00740-z

**Published:** 2025-11-11

**Authors:** Wen Hao Neo, Muhammad Zaki Hidayatullah Fadlullah, Harshangda Bhatnagar, Cristiana Barone, Giulia Quattrini, Filipa Timóteo-Ferreira, Joana Carrelha, Gianluca Sala, Robert Sellers, John Weightman, Wolfgang Breitwieser, Natalia Moncaut, Roshana Thambyrajah, Sten Eirik W. Jacobsen, Mudassar Iqbal, Syed Murtuza Baker, Emanuele Azzoni, Michael Lie-A-Ling, Georges Lacaud

**Keywords:** Haematopoietic stem cells, Cell lineage, Stem-cell differentiation, Haematopoietic stem cells, Differentiation

## Abstract

Hemogenic endothelium (HE) is recognized as the origin of all definitive blood cells, including hematopoietic stem cells (HSCs); however, the mechanisms governing the hematopoietic progenitor versus HSC fate choice within the HE remain unknown. Here we combine differentiation assays with full-length single-cell transcriptome data for extra-embryonic yolk sac (YS) and intra-embryonic aorta–gonad–mesonephros (AGM) region HE populations. We identified and localized three differentiation trajectories, each containing a distinct HE subset: erythromyeloid progenitor-primed HE in the YS plexus, lymphomyeloid progenitor-primed HE in large YS arteries and hematopoietic stem and progenitor cell-primed HE in the AGM. Chromatin modifiers and spliceosome components were enriched in AGM HE. This correlated with a higher isoform complexity of the AGM HE transcriptome. Distinct AGM HE-specific isoform expression patterns were observed for a broad range of genes, including stemness-associated factors like *Runx1*. Our data form a unique resource for studying cell fate decisions in different HE populations.

## Abstract (web summary)

Neo et al. map blood emergence from three hemogenic endothelial (HE) populations biased toward distinct blood fates. HE primed for stem progenitors shows elevated chromatin and RNA splicing gene expression and greater isoform diversity.

## Main

A pivotal step during mammalian ontogeny is the establishment of the hematopoietic system, which unfolds in three successive, partially overlapping waves^1,2^. The first two waves takes place in the yolk sac (YS). Wave 1 generates primitive erythrocytes and macrophages (E7.5)^3,4^. Wave 2 sequentially gives rise to erythromyeloid progenitors (EMPs; E8.25)^4,5^ and lymphomyeloid progenitors (LMPs; E9.5)^6,7^. The final wave, in the intra-embryonic aorta–gonad–mesonephros (AGM) region, produces hematopoietic stem and progenitor cells (HSPCs; wave-3, E10.5)^8,9^. In recent years, it has become evident that wave 2 cells not only play a role in wave 3 HSC generation but can also persist into adulthood^2,10,11^. The hematopoietic cells in wave 2 and wave 3, also known as the definitive waves, arise from a specific endothelium, called hemogenic endothelium (HE), through a process called endothelial-to-hematopoietic transition (EHT)^12–16^ orchestrated by the transcription factors RUNX1 (refs. ^13,17–19^) and GFI1 (refs. ^20,21^).

A critical question in hematopoietic development is why the HE in the extra-embryonic space is skewed toward EMP and LMP generation, whereas intra-embryonic HE, primarily localized in the dorsal aorta, can efficiently give rise to HSCs. The spatiotemporal difference in emergence suggests that HE cells from distinct waves are intrinsically different, leading to divergent molecular dependencies. Indeed, NOTCH signaling is essential for HSC development but not for EMP generation^22,23^. Conversely, *Ezh2* is essential for the generation of functional EMPs, whereas it is dispensable for AGM HSC development^24,25^.

Single-cell RNA sequencing (scRNA-seq) is ideally suited to identify intrinsic differences between rare cell populations. We previously characterized a granular full-length (Smart-seq2) single-cell transcriptomic profile of the AGM EHT trajectory, defining a HE continuum (HE^AGM^) encompassing HE cells at various stages of commitment^26^. Here, we present the acquisition and analysis of a complementary full-length transcriptome of extra-embryonic EHT populations. We identified two distinct extra-embryonic HE populations, both residing within the *Runx1*^pos^KIT^pos^ endothelial population. The first, HE^YSP^, is contained within CD24^neg^*Vwf*^neg^ LYVE1^pos^ endothelial cells, is dominant before E9.5, has EMP potential, and is localized throughout the YS endothelial plexus. The second, HE^YSA^, is contained within CD24^pos^*Vwf*^pos^ LYVE^neg^ endothelial cells, is dominant after E9.5, has LMP potential, and is exclusively found in large extra-embryonic arteries.

Our data reveal both striking similarities and differences between extra- and intra-embryonic HE populations. While all HE populations share a common signature marked by the expression of the transcription factors *Gfi1* and *Mycn*, there are pronounced differences with regard to the expression of chromatin modifiers and genes involved in RNA processing. This correlates with increased isoform complexity in the HE^AGM^ transcriptome. Distinct HE^AGM^-specific isoform expression patterns are observed across a broad range of genes, suggestive of a stochastic transcriptional environment guiding the unique HSPC cell fate choices made within the AGM. Notably, multiple stemness-associated factors, such as *Runx1*, display differential isoform expression profiles when compared to the YS HE populations.

The dataset presented here forms a comprehensive full-length scRNA-seq atlas of three distinct definitive hematopoietic EHT trajectories giving rise, respectively to EMPs, LMPs and HSPCs, which can be accessed and queried at https://shiny.cruk.manchester.ac.uk/AGM_YS_dataset_final/.

## Results

### Extra-embryonic HE potential resides within the KIT^pos^ population

Although HE activity was previously reported to reside within KIT^neg^ cells in the AGM^12,27^, it is associated with KIT^pos^ cells during in vitro mouse embryonic stem cell differentiation^16^, recapitulating YS hematopoiesis^16^. To determine whether extra-embryonic HE is mainly found within the KIT^neg/low^ or KIT^pos^ endothelium (defined as CD31^pos^ and hematopoietic lineage/LIN^neg^:CD41^neg^CD45^neg^TER119^neg^), we examined the hematopoietic potential of E9.5 and E10.5 YS endothelial cells from *Runx1b*^RFP^/*Gfi1*^GFP^ reporter mice^26,28,29^. *Runx1* and *Gfi1* expressions are robust indicators of HE identity^20,21,26,28^. YS KIT^neg/low^ or KIT^pos^ FACS-sorted single endothelial cells were co-cultured on OP9 cells for 7 days to support EHT and hematopoietic expansion (Fig. 1a and Extended Data Fig. 1a). Hematopoietic potential was only detected in wells seeded with endothelial cells expressing KIT and RUNX1 (Figs. 1b; E9.5 and E10.5). No hematopoietic cells were generated from either the KIT^pos^*Runx1*^neg^ or KIT^neg^ endothelial populations. Robust colony formation of the CD41^neg^CD45^neg^TER119^neg^CD31^pos^KIT^pos^Runx1b:RFP^pos^ cells was only observed after maturation/EHT on OP9 cells (Fig. 1c and Extended Data Figs. 1a and 2a) indicating that this population contains true HE cells and not already committed hematopoietic cells. Together, these data establish that at E9.5 and E10.5 YS extra-embryonic HE predominantly resides within the KIT^pos^*Runx1*^pos^CD31^pos^LIN^neg^ population.

**Fig. 1:**
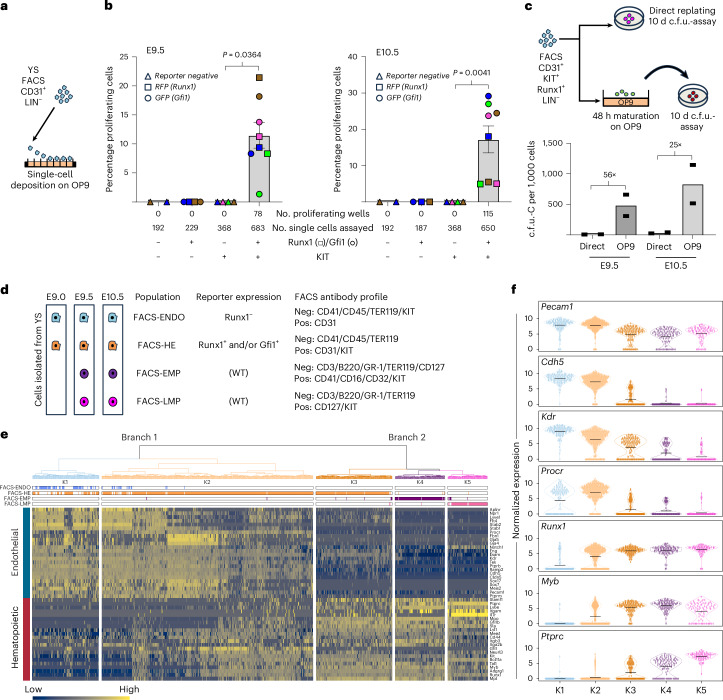
Single-cell profiling of the extra-embryonic KIT^pos^ endothelial fraction to characterize extra-embryonic EHT. **a**–**c**, Extra-embryonic HE potential resides within the KIT^pos^ population. Schematic of single-cell hematopoietic assays on the CD31^pos^Lineage^neg^ (CD41^neg^CD45^neg^TER119^neg^) extra-embryonic populations (**a**). Sorted KIT^pos^ and KIT^neg^ extra-embryonic single cells were co-cultured on OP9 feeder cells for 7 days. Hematopoietic activity was only observed in KIT^pos^RUNX1^pos^ and KIT^pos^RUNX1^pos^GFI1^pos^ cells (**b**). No hematopoietic activity was observed in either the KIT^pos^RUNX1^neg^ or the KIT^neg^RUNX1^pos^ cells. Squares represent *Runx1* positive cells isolated from *Runx1*:RFP reporters, circles represent *Runx1/Gfi1* double positive cells isolated from *Runx1*:RFP/*GFi1*:GFP double reporters, triangle indicate *Runx1 / Gfi1* negative cells. Different biological experiments (for each reporter used) are indicated by color (brown, blue, green, magenta). KIT^pos^ cells were obtained from *n* = 4 biological experiments, KIT^neg^ cells were obtained from *n* = 2 biological experiments. Bars represent the average percentage of proliferating cells ± s.e.m. Statistical test was a two-tailed paired *t*-test. Error bars are not displayed for reporter KIT^neg^ samples and these samples were not tested for statistical significance. Hematopoietic colony-forming unit (c.f.u.) assay on KIT^pos^Runx1^pos^CD31^pos^Lin^neg^ (CD41^neg^CD45^neg^TER119^neg^) extra-embryonic cells (**c**). Cells were either directly replated or co-cultured with OP9 feeder cells for 48 h before replating. Hematopoietic colonies were quantified after 10 days. *n* = 2 biological experiments. Bars represent the average number of c.f.u. per 1000 cells seeded. Numbers above the bars represent the fold increase in hematopoietic output. **d**–**f**, Single-cell profiling of extra-embryonic EHT. Schematic of the cell populations FACS sorted from dissected E9, E9.5 and E10.5 YS and processed for full-length single-cell Smart-seq2 RNA sequencing (**d**). Endo, endothelium. Tree dendrogram generated by hierarchical clustering of the sorted populations in **c** (**e**). Two main branches are identified (K1–K2 and K3–K5). Below the dendrogram, the contribution of the different FACS-sorted populations to each cluster is shown. Bottom: heatmap depicting the expression of endothelial (top) and hematopoietic (bottom) genes across clusters K1–K5. Violin plots depicting the expression of selected endothelial (*Pecam1*, *Cdh5*, *Kdr* and *Procr*) and hematopoietic genes (*Runx1*, *Myb* and *Ptprc*) across clusters K1–K5 (**f**). Black bars represent the mean expression level. Source Data

### scRNA-seq profiling of the extra-embryonic EHT trajectory

To construct a comprehensive full-length Smart-seq2 scRNA-seq dataset capturing the extra-embryonic EHT process, akin to our previous AGM HE study^26^, we isolated individual cells of extra-embryonic populations across E9.0, E9.5 and E10.5. These included cells from HE-enriched (FACS-HE) populations from single and double *Runx1* and *Gfi1* reporter mice, non-HE endothelial cells (FACS-ENDO), and committed EMP (FACS_EMP) and LMP (FACS-LMP) hematopoietic progenitors (Fig. 1d and Extended Data Fig. 1a,b). Overall, 960 sequenced cells (100 FACS-ENDO, 660 FACS-HE, 118 EMP and 82 LMP) passed quality control with a median of 6,553 genes detected per individual cell (Extended Data Fig. 2b and Methods).

Unsupervised hierarchical clustering separated the cells into five clusters (K1–K5), with two main dendrogram branches (Fig. 1e). The first branch (K1–K2) exhibits a strong endothelial identity, with K1 containing the majority of FACS-ENDO (Fig. 1e-f). The second branch (K3–K5) has a pronounced hematopoietic identity, with the FACS-EMP and the FACS-LMP cells localizing within K4 and K5, respectively (Fig. 1e,f). K3 also displays a strong hematopoietic profile, including expression of *Ptprc* (*CD45*) and *Myb*, and markedly reduced expression of endothelial genes (*Cdh5*, *Kdr/Flk1*, *Pecam1* and *Procr*) compared to K1–K2 (Fig. 1e,f). These data indicate that HE cells reside in K2, and that K3 consists of committed early hematopoietic progenitors.

Finally, we reclustered the above YS populations with the addition of 115 YS cells, which were sorted using the established AGM HE phenotype: KIT^neg^ CD41^neg^CD45^neg^CDH5^pos^*Gfi1/*^*Gfi1b*pos^ (refs. ^21,26^). More than 95% of these cells clustered together with FACS-ENDO cells, further confirming that within the YS, HE resides within the KIT^pos^ population (Extended Data Fig. 2c–f). Altogether, these analyses suggest that we captured the full extra-embryonic YS EHT process.

### Integration of YS and AGM scRNA-seq data reveals three distinct EHT trajectories

To compare extra-embryonic with intra-embryonic EHT, we conducted a joint analysis with our previously published AGM EHT dataset^26^ (Extended Data Fig. 3a). We utilized a semi-supervised clustering approach and focused on populations that retain some endothelial characteristics: extra-embryonic clusters K1–K3 and AGM CDH5^pos^ clusters (Fig. 2a,b). The data integration revealed three parallel sets of EHT clusters (Fig. 2b–d) with minimal overlap between extra-embryonic and AGM-derived cells (Fig. 2a,b). We designated the three trajectories as trajectory A and B for the YS-derived cells and trajectory C for the AGM-derived cells. Overall, the integration resulted in 13 clusters (Fig. 2b), which were named based on their known identity/trajectory within the Uniform Manifold Approximation and Projection (UMAP); AGM clusters^26^ (c1_arterial endothelium, c2_pre-HE, c3_HE, c4_EHT, c5_intra-aortic-hematopoietic-clusters), YS-A trajectory clusters (a1 and a2), YS-B trajectory clusters (b1, b2 and b3), YS-progenitor clusters (p1 and p2). The only cluster that demonstrated an appreciable overlap between YS and AGM-derived cells was called Mix (Fig. 2b). Cells from YS endothelial (K1) and hematopoietic (K3) clusters, respectively, contributed to b1 and p1/p2 populations. Most cells from the YS HE population (K2) contributed to two distinct pairs of clusters (a1–a2 and b2–b3), situated parallel to AGM c3_HE and c4_EHT. Another scRNA-seq profiling study annotated cells similar to c3_HE as pre-HE, and c4_EHT as HE^26,30^. To reconcile semantic differences in HE definitions across studies, we considered both c3 and c4 as a single HE entity or continuum (HE^AGM^). Using HE^AGM^ and the coexpression of hematopoietic and endothelial genes (Fig. 2c,d), we inferred that extra-embryonic clusters a1, a2, b2 and b3, likely possess HE properties. Overall, the integration of AGM and extra-embryonic EHT datasets suggests the existence of three distinct EHT trajectories.

**Fig. 2:**
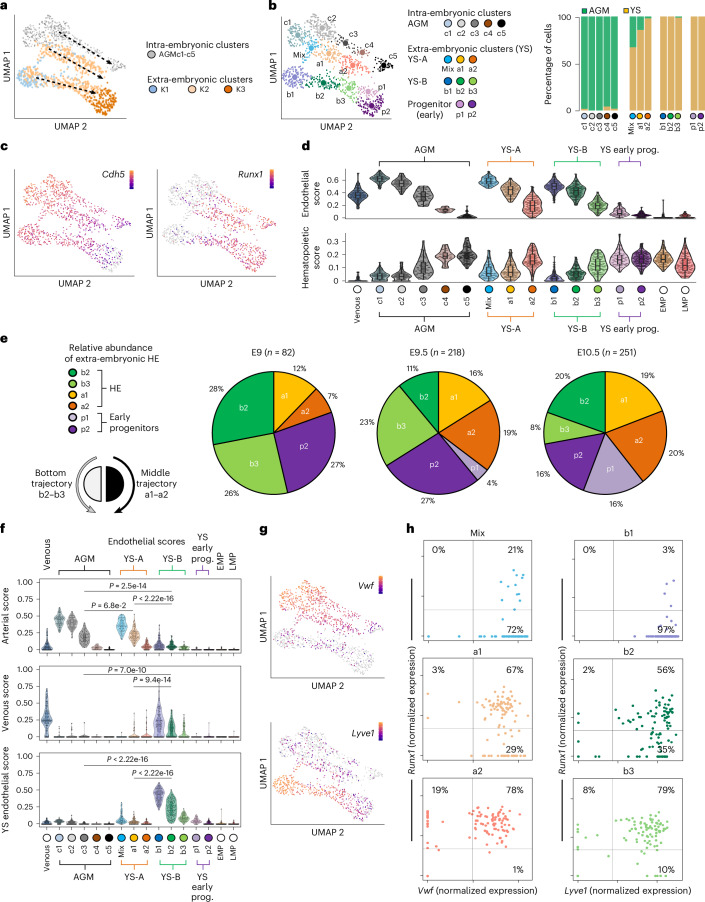
Two extra-embryonic EHT trajectories with distinct endothelial signatures. Semi-supervised clustering of intra-embryonic (AGM-derived) and extra-embryonic EHT scRNA-seq datasets. **a**, UMAP of the integrated data overlayed with the K1–K3 extra-embryonic YS clusters defined in Fig. 1d. Arrows indicate the presence of three EHT trajectories (one AGM trajectory and two YS trajectories) **b**, UMAP of the integrated data depicting the 13 clusters spread across intra-embryonic (AGM-derived) and extra-embryonic cells (YS-derived) cells (left). Clusters AGMc_3 and AGMc_4 form the intra-embryonic/AGM HE continuum (HE^AGM^). There are two putative HE continua in the extra-embryonic space: YSc_a1, YSc_a2 and YSc_b2, YSc_b3. Graph depicting the contribution of intra-embryonic derived cells (AGM) and extra-embryonic derived cells (YS) to each cluster (right). **c**, UMAPs depicting the expression of the endothelial gene *Cdh5* and the hematopoietic gene *Runx1*. **d**, Violin plot depicting endothelial (top) and hematopoietic (bottom) signature scores across all 13 clusters defined in **b**. The signature scores were calculated using the genes depicted in Fig. 1d. Embedded boxplots indicate the median (horizontal line), the upper and lower hinges represent the 75th and 25th percentile and whiskers extend to 1.5 × interquartile range. **e**, Relative abundance of extra-embryonic clusters YSc-b2 YSc-b3, YSc-a1 YSc-a2 (putative HE) and YSc-p1, YSc p2 (early hematopoietic progenitors). Numbers depict the percentage of the total number FACS-HE cells across all analyzed clusters at each embryonic stage. **f**, Violin plots depicting arterial, venous and YS endothelial scores across all clusters defined in **b**. For reference, AGM-derived venous endothelial cells (left column) and extra-embryonic-derived EMP and LMP populations (right columns) are also included. Embedded boxplots indicate the median (horizontal line), the upper and lower hinges represent the 75th and 25th percentile and whiskers extend to 1.5 × interquartile range. Two-sided Wilcoxon rank-sum tests were used (with *P* values adjusted via the Benjamini–Hochberg procedure to control the FDR) to compare the early HE clusters (c3, a1 and b2). **g**, UMAPs depicting the expression of the *Vwf* (marking the AGM and YS-A clusters) and *Lyve1* (marking YS-B clusters). **h**, Correlation between transcript expression of *Runx1* and *Vwf* in clusters mix, a1 and a2 (YS-A trajectory) (top). Correlation between *Runx1* and *Lyve1* transcript expression in clusters b1, b2 and b3 (YS-B trajectory) (bottom). Source Data

### Differential spatiotemporal emergence of extra-embryonic EHT trajectories

To unravel the characteristics of the extra-embryonic EHT clusters, we first examined the relative prevalence of each cluster present in the FACS-HE population from E9.0 to E10.5 (Figs. 1d–f and 2e). Cells in clusters b2–b3 were more prevalent at earlier (E9.0) developmental stages than cells in a1–a2, suggesting that the YS-B EHT trajectory is established before the YS-A trajectory. The appearance of the two extra-embryonic progenitor clusters followed a similar sequential pattern, with p2 preceding p1.

As endothelial gene expression plays a pivotal role in defining HE identity, we evaluated whether the different trajectories could be segregated based on endothelial profiles (arterial, venous and YS) (Fig. 2f and Supplementary Table 1). The AGM EHT trajectory exhibited a robust arterial endothelial identity, similar to extra-embryonic clusters mix, a1 and a2, whereas b1, b2 and b3 displayed venous and especially YS endothelial profiles (Fig. 2f). Mix and b1 likely represent non-HE endothelial cells, as they display the strongest arterial and YS endothelial profiles within their respective trajectories while also lacking *Runx1* expression in most of the cells that make up the cluster (Fig. 2c,f and Extended Data Fig. 3b).

Finally, we screened for specific markers allowing us to determine the spatial localization, within the YS, of cells representing these different EHT trajectories. Differential gene expression analysis identified the endothelial genes *Vwf* (Von Willebrand factor) and *CD24a* (a glycosylphosphatidylinositol (GPI)-anchored cell surface protein) as good markers for the YS-A trajectory. *Lyve1* (lymphatic vessel endothelial hyaluronan receptor 1) was associated with the YS-B trajectory (Fig. 2g,h and Extended Data Fig. 3c). Whole-mount staining of E9.5 and E10.5 YS, obtained from a *Vwf*^eGFP^ reporter^31^ mouse model, for RUNX1, LYVE1 and eGFP revealed their distinct spatial expression patterns within the extra-embryonic vasculature. While high LYVE1 expression was evident throughout the YS plexus and in large veins, eGFP (*Vwf* expression) staining was confined to large arterial vessels (Fig. 3a,b). Additionally, putative HE cells expressing both RUNX1 and *Vwf* were primarily observed in large arteries and infrequently in large veins. In the plexus RUNX1^pos^*Vwf*^pos^ cells were absent at E9.5 and infrequent at E10.5. Putative HE cells expressing RUNX1 and LYVE1 were distributed throughout the plexus (Fig. 3c–e). Altogether, these results suggest the presence of two separate extra-embryonic HE populations. The first (b2 and b3) is LYVE1 positive, dominant until E9.5 and can be found throughout the YS endothelial plexus. The second population (a1 and a2) expresses CD24a and *Vwf*, is prevalent after E9.5 and is found in large extra-embryonic arteries.

**Fig. 3:**
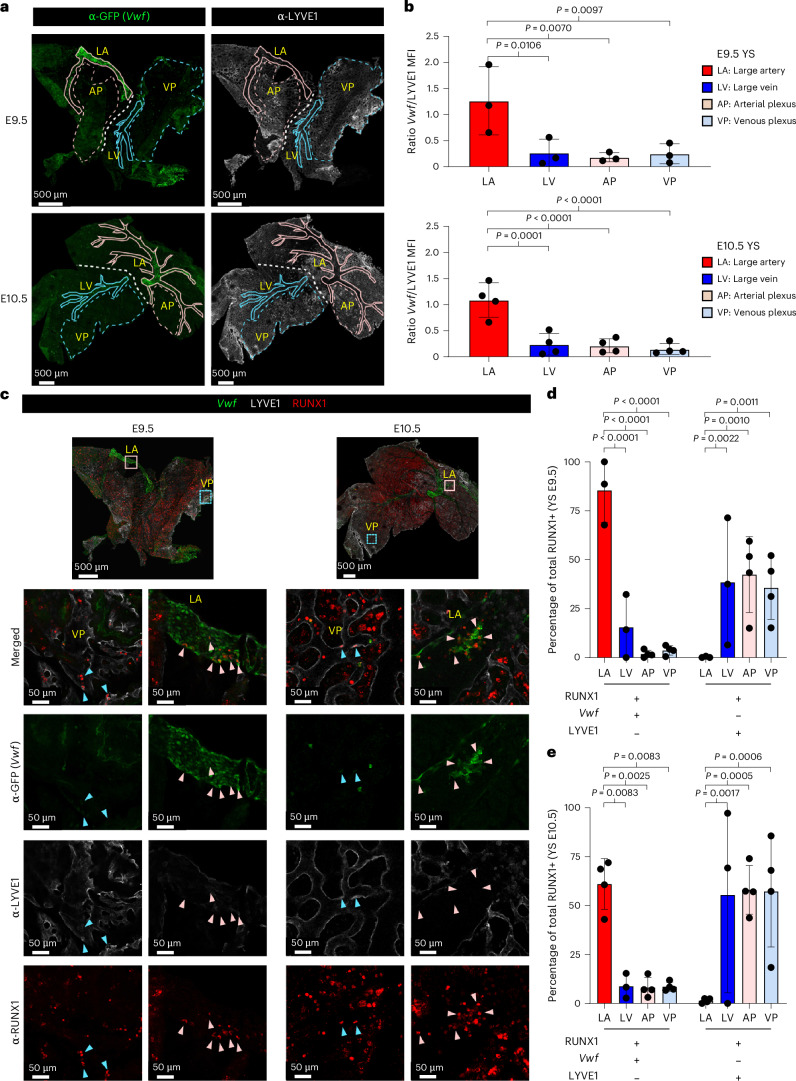
Spatial separation between transcriptomically different EHT trajectories in the yolk sac. **a**, Confocal whole-mount immunofluorescence (WM IF) analysis of E9.5 (top) and E10.5 (bottom) *Vwf*^eGFP^ YS. Images show maximum intensity three-dimensional (3D) projections. Representative areas where fluorescence has been quantified are delimited by lines. Pink solid line, large artery (LA); turquoise solid line, large vein (LV); pink dashed line, arterial plexus (AP); turquoise dashed line, vein plexus (VP). Scale bars, 500 µm. **b**, The ratio of *Vwf*-associated MFI to LYVE1-associated MFI is plotted on the *y* axis, reflecting the relative fluorescence intensities within selected areas in *Vwf*^eGFP^ YS as displayed in Fig. 3a. *n* = 3 E9.5 and *n* = 4 E10.5 YS were analyzed (6–10 areas per YS). Error bars represent mean ± s.d. Statistical test used was a one-way analysis of variance (ANOVA) (Fisher’s least significant difference). **c**, WM IF analysis of E9.5 (left) and E10.5 (right) *Vwf*^eGFP^ YS. Whole YS images show maximum intensity 3D projections. The boxed area in the merged image is magnified in the lower panel and shows a single 2.5-mm-thick optical slice. Turquoise arrowheads indicate RUNX1^pos^*Vwf*^neg^LYVE1^pos^ putative HE cells; pink arrowheads indicate RUNX1^pos^*Vwf*^pos^LYVE1^neg^ putative HE cells. Scale bars, 500 µm (3D), 50 µm (slice). **d**,**e**, Quantification of the percentage of RUNX1^pos^*Vwf*^pos^LYVE1^neg^ and RUNX1^pos^*Vwf*^neg^LYVE1^pos^ cells on the total of RUNX1 positive cells in LA, LV, AP and VP of E9.5 (**d**) and E10.5 (**e**) *Vwf*^eGFP^ YS (displayed in Fig. 3c). Each dot represents measurements from an individual YS. E9.5 LA and LV *n* = 3, AP and VP *n* = 4. E10.5 LV *n* = 3, LA, AP and VP *n* = 4 5–17 areas per YS were analyzed. Error bars represent mean ± s.d. Statistical test used was a two-way ANOVA (Fisher’s least significant difference). Source Data

### The two extra-embryonic HE populations have distinct hematopoietic potentials

To isolate and functionally characterize the two extra-embryonic HE populations, we screened our data for cell surface markers suitable for FACS enrichment from wild-type (WT) embryos devoid of fluorescent reporters. This highlighted the previously identified *Lyve1* and *CD24a*, as potential markers for respectively the YS-B and YS-A HE trajectory. *Mcam* (melanoma cell adhesion molecule) was expressed at early stages of both trajectories (Fig. 4a,b and Extended Data Fig. 3b,c). Next, we examined by flow cytometry *Runx1*^RFP^ expression, a strong indicator of HE identity, in extra-embryonic KIT^pos^CD31^pos^LIN^neg^ YS endothelial subpopulations defined by a combination of these markers: LYVE1^neg^CD24^pos^MCAM^pos^, LYVE1^neg^CD24^pos^MCAM^neg^, LYVE1^pos^CD24^neg^MCAM^pos^ and LYVE1^pos^CD24^neg^MCAM^neg^. Within the MCAM^pos^ cell populations, few cells displayed transcription of the *Runx1* locus (RFP 1.5–23%), suggesting limited HE enrichment. In contrast, both MCAM^neg^ populations were highly enriched for cells with an active *Runx1* locus (CD24^pos^LYVE1^neg^MCAM^neg^ 72 – 88% and CD24^neg^LYVE1^pos^MCAM^neg^ 62-67%) (Fig. 4c). Subsequent scRNA-seq of cells in these populations confirmed that these MCAM^neg^ populations are enriched for the extra-embryonic HE (Fig. 4d).

**Fig. 4:**
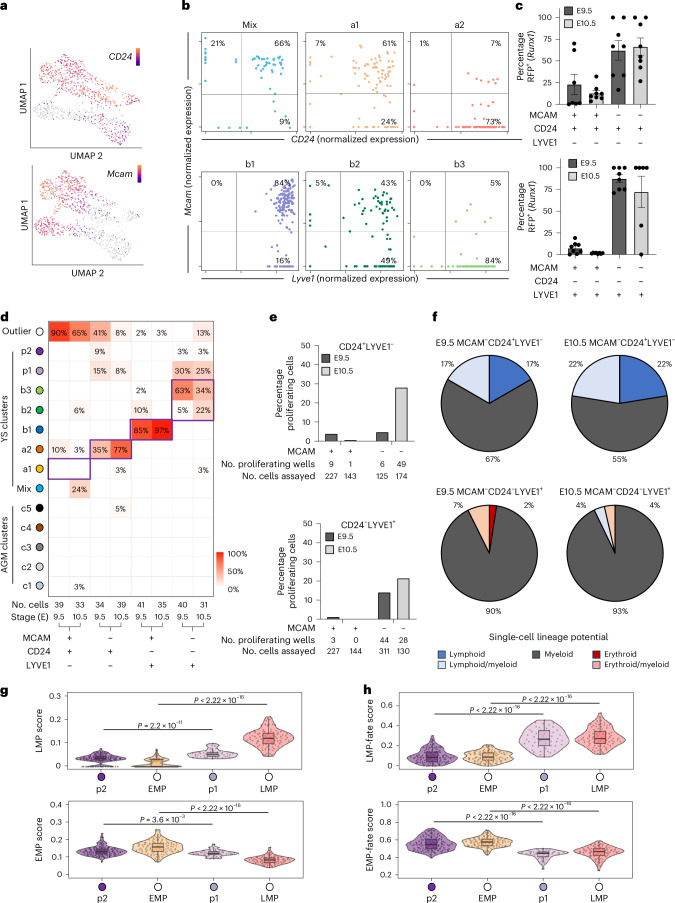
CD24^pos^ YS HE has lymphoid-myeloid potential and LYVE1^pos^ YS HE has erythroid-myeloid potential. **a**, UMAPs depicting the expression of *Cd24a* (marking the AGM and YS-A clusters) and *Mcam* (marking cells toward the endothelial end of all three trajectories). **b**, Correlation between *Cd24a* and *Mcam*, transcript expression in clusters mix, a1 and a2 (YS-A trajectory) (top). Correlation between *Lyve1* and *Mcam*, transcript expression in clusters b1, b2 and b3 (YS-B trajectory) (bottom). **c**, Flow cytometry on extra-embryonic CD45^neg^CD41^neg^TER119^neg^ (Lineage negative) CD31^pos^KIT^pos^ cells from *Runx1*:RFP reporter embryos. MCAM, LYVE1 and CD24 antibodies were used to analyze the proportion of *Runx1* (RFP) expressing cells in different subpopulations. Each dot represents cells from a single YS. E9.5 MCAM^pos^CD24^pos^LYVE1^neg^ *n* = 7, E10.5 MCAM^neg^CD24^neg^LYVE1^pos^ *n* = 6, all other samples *n* = 8. Bars represent the average ± s.e.m. **d**, Heatmap displaying the distribution (as percentage) of different CD45^neg^CD41^neg^TER119^neg^CD31^pos^KIT^pos^ FACS-sorted, scRNA-sequenced cell populations across the in silico EHT clusters defined in Fig. 2b. Based on *k*-nearest-neighbor classifier approach. MCAM, LYVE1, CD24 sorting profiles are depicted on the *x* axis. Purple boxes indicate the expected/predicted cluster (*y* axis) for the sorted population (*x* axis) based on the data presented in Fig. 4b. **e**, Single-cell hematopoietic assays of YS-A HE (KIT^pos^CD31^pos^LIN^neg^LYVE1^neg^CD24^pos^MCAM^neg^) and YS-B HE (KIT^pos^CD31^pos^LIN^neg^LYVE1^pos^CD24^neg^MCAM^neg^) cultured on OP9 feeder cells for 14 days. The percentage of wells with proliferating hematopoietic cells is shown. **f**, Lineage distribution of the hematopoietic cells shown in **e** as determined by flow cytometry for myeloid (GR1 and MAC1/CD11b), erythroid (TER119) and lymphoid (CD19) markers. **g**, Violin plots depicting LMP (top) and EMP (bottom) scores across early progenitor clusters p1 and p2. EMP and LM signatures have been previously published and are listed in Supplementary Table 1. Embedded boxplots indicate the median (horizontal line), the upper and lower hinges represent the 75th and 25th percentile and whiskers extend to 1.5 × interquartile range. Two-sided Wilcoxon rank-sum tests were used (with *P* values adjusted via the Benjamini–Hochberg procedure to control the FDR) to compare EMP and LMP as well as clusters p1 and p2. **h**, Violin plots depicting prospective LMP fate (top) and EMP fate (bottom) scores across early progenitor clusters p1 and p2 as well as EMP and LMP populations. EMP fate (8 genes) and LMP fate (14 genes) signatures (Supplementary Table 1) were extracted by intersecting pairwise differential gene expression results (EMP versus LMP and P1 versus P2; Extended Data Fig. 3f). Embedded boxplots indicate the median (horizontal line), the upper and lower hinges represent the 75th and 25th percentile and whiskers extend to 1.5 × interquartile range. Two-sided Wilcoxon rank-sum tests were used (with *P* values adjusted via the Benjamini–Hochberg procedure to control the FDR) to compare EMPs and LMPs as well as clusters p1 and p2. Source Data

To functionally assess the hematopoietic potential of the two YS HE populations, single cells were sorted, co-cultured on OP9, and evaluated for myeloid (GR1, MAC1/CD11b*)*, erythroid (TER119) and lymphoid (CD19) potential by flow cytometry after 14 days of co-culture. Single cells from both YS HE populations displayed hematopoietic activity regardless of the developmental stage (Fig. 4e). Wells seeded with CD24^pos^ cells contained myeloid, lymphoid and mixed lymphoid/myeloid cells, whereas wells seeded with LYVE1^pos^ cells predominantly gave rise to myeloid, erythroid and erythroid/myeloid cells (Fig. 4f). We also utilized our Runx1b^RFP^ reporter model in conjunction with this HE marker panel to enrich for the least progressed MCAM^pos^ endothelial cells within the YS-A (a1, LYVE1^neg^CD24^pos^MCAM^pos^*Runx1*RFP^pos^) and YS-B (b2, LYVE1^pos^CD24^neg^MCAM^pos^*Runx1*RFP^pos^) trajectories. The hematopoietic potential of both MCAM^pos^ cell populations was lower than that of the respective MCAM^neg^ populations (Fig. 4e and Extended Data Fig. 3d,e), but the hematopoietic identity of the output was similar (Fig. 4f and Extended Data Fig. 3d,e).

Finally, as the emergence of the lymphomyeloid-producing HE clusters a1–a2 and the erythromyeloid-producing HE cluster b2–b3 closely correlated with the emergence of respectively cluster p1 and p2 (Fig. 2e), we investigated whether these two progenitor populations show signs of early LMP or EMP commitment based on previously published EMP and LMP gene signatures (Fig. 4g and Supplementary Table 1). Although these signatures could distinguish p1 (which resembled EMP) from p2 (which resembled LMP) the difference between the two progenitor populations was minimal (Fig. 4g). This prompted us to investigate if we could define a more powerful gene signature to identify early EMP and LMP potential during progenitor emergence. We used the intersection of pairwise differential gene expression analysis (LMP versus EMP and p1 versus p2) to extract prospective EMP fate and LMP fate signatures (Supplementary Table 1 and Extended Data Fig. 3f). These ‘fate’ signatures performed better at assigning p1 to an LMP and p2 to an EMP fate (Fig. 4h), suggesting that these gene signatures could be useful to determine whether early progenitors have an EMP or LMP fate.

Overall, these results demonstrate that the two extra-embryonic HE populations associate with wave 2 EMP and LMP production, a finding consistent with their distinct endothelial identities and temporal abundance^32^. Given these findings, we hereafter named the three different HE populations based on their distinct localizations; HE^AGM^ (clusters c3–c4), HE^YSA^/clusters a1–a2, which are found within the YS arteries, HE^YSP^/clusters b2–b3 which are found within the YS endothelial plexus.

### Identification of a shared common HE signature marked by *Gfi1* and *Mycn*

Next, we used the three HE transcriptomes to identify shared HE and EHT characteristics. Acknowledging the continuous nature of the EHT process and the hybrid endothelial–hematopoietic identity of the HE, we identified shared differentially expressed genes (DEGs) between the three HE populations and the extremities (non-HE endothelium and the EMP/LMP populations) of the EHT trajectory (Extended Data Fig. 4a and Supplementary Table 2a). The resulting 515 genes profile is a hybrid of genes expressed in endothelial cells (330 of 515) and genes expressed in hematopoietic cells (178 of 515) (Fig. 5a and Supplementary Table 2a). It contains many genes, including *Proc*, *Neurl3*, *Runx1* and *Gfi1* previously associated with an HE identity (Supplementary Table 2a). Ontology analyses revealed enrichments for categories typically associated with HE and EHT including EMT, TGF-β signaling^33^ and ribosome biogenesis (Fig. 5b). Notably, just 7 out of the 515 genes displayed a distinct HE-restricted expression pattern: *Neurl3*, *Hapln1*, *Rbp1*, *Ttpa*, *P2ry1* and the transcription factors *Gfi1* and *Mycn* (Fig. 5c). Almost half (49%, 253 genes) of the genes within the shared profile could be identified as potential targets of these two transcription factors (Fig. 5d and Supplementary Table 2a,b). Most of the potential MYC target genes displayed increased expression toward the hematopoietic end of the three HE. Conversely, most of the GFI1 targets^21,34,35^ were downregulated toward the hematopoietic end (Fig. 5d and Supplementary Table 2a,b). Finally, we verified that the seven HE-restricted genes in combination with *Runx1* can be used as an eight-gene HE-selective gene signature to identify cells with HE characteristics across independent mouse intra-embryonic (AGM)^26,30,36^ and extra-embryonic (YS)^37,38^ scRNA-seq EHT datasets (Fig. 5e).

**Fig. 5:**
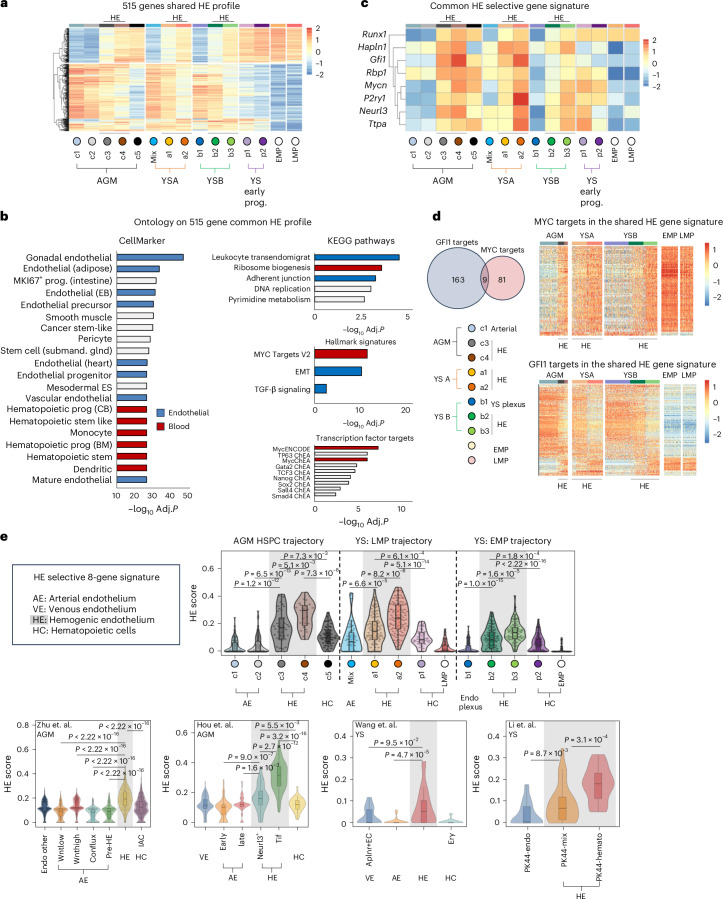
The shared common HE signature is marked by the transcription factors *Gfi1* and *Mycn.* **a**, Heatmap depicting the relative expression of all the 515 genes in the shared common profile across intra- and extra- embryonic EHT trajectories (as defined in Fig. 2b). All HE populations display a mixed expression of genes that are strongly expressed in either the endothelial or hematopoietic arms of the EHT trajectory. YS-derived EMPs and LMPs are included for reference (right). **b**, Gene Ontology analysis of the 515 gene universal HE profile. Top Gene Ontology hits (capped at 20) from the CellMarker, KEGG, Hallmark and ChEA/ENCODE databases are shown. Adjusted *P* values were calculated using Fisher’s exact test with Benjamini–Hochberg correction **c**, Heatmap depicting the relative expression of all seven HE-selective genes within the shared HE profile and *Runx1* across all three EHT trajectories (as defined in Fig. 2b). YS-derived EMPs and LMPs are included for reference (right columns). **d**, The shared HE profile contains many GFI1 and MYCN target genes. Intersect of GFI and MYCN target genes in the universal HE profile (left). Single-cell heatmaps depicting the expression of shared HE profile MYCN target genes (top) and GFI1 target genes (bottom) across intra- and extra- embryonic HE populations (right). **e**, Violin plots demonstrating that the HE signature defined in Fig. 5c effectively identifies HE cells in all three EHT trajectories analyzed in this manuscript (top)^26^ as well as in previously published AGM and YS datasets (bottom)^30,36–38^. Where appropriate the *y* axis of the plots shows the names of the population/cluster nomenclature used in the relevant publications. AE, arterial endothelium; HC, hematopoietic cell. Embedded boxplots indicate the median (horizontal line), the upper and lower hinges represent the 75th and 25th percentile and whiskers extend to 1.5 × the interquartile range. Two-sided Wilcoxon rank-sum tests were used (with *P* values adjusted via the Benjamini–Hochberg procedure to control the FDR) to compare relevant populations. Source Data

Overall, we established a shared HE profile that encompasses an eight-gene HE signature that is sufficient to identify cells with HE characteristics. Furthermore, *Gfi1* and *Mycn* are the only transcription factors with a HE-restricted expression pattern.

### Chromatin modifiers and splicing machinery are differentially expressed between intra- and extra-embryonic HE

To identify differences between the three HE populations, we conducted pairwise differential expression analyses; HE^AGM^ versus HE^YSA^, HE^AGM^ versus HE^YSP^ and HE^YSA^ versus HE^YSP^ (Fig. 6a, Extended Data Fig. 4b,c and Supplementary Table 3a). Genes significantly upregulated in HE^YSP^ exhibited a distinct (myeloid and erythroid) hematopoietic identity (Extended Data Fig. 5a) with some myeloid genes already expressed within the non-HE YS endothelium (Extended Data Fig. 5b,c and Supplementary Table 3b). Genes significantly upregulated in the other two HE populations did not display a similarly overt hematopoietic signature (Extended Data Fig. 5a and Supplementary Table 3b). HE^YSA^ most closely resembled HE^AGM^ (Extended Data Fig. 4c and Supplementary Table 3a) with the notable expression of Notch pathway components in both the HE^AGM^ and the HE^YSA^ consistent with their arterial identity (Extended Data Fig. 5d)^39^.

**Fig. 6:**
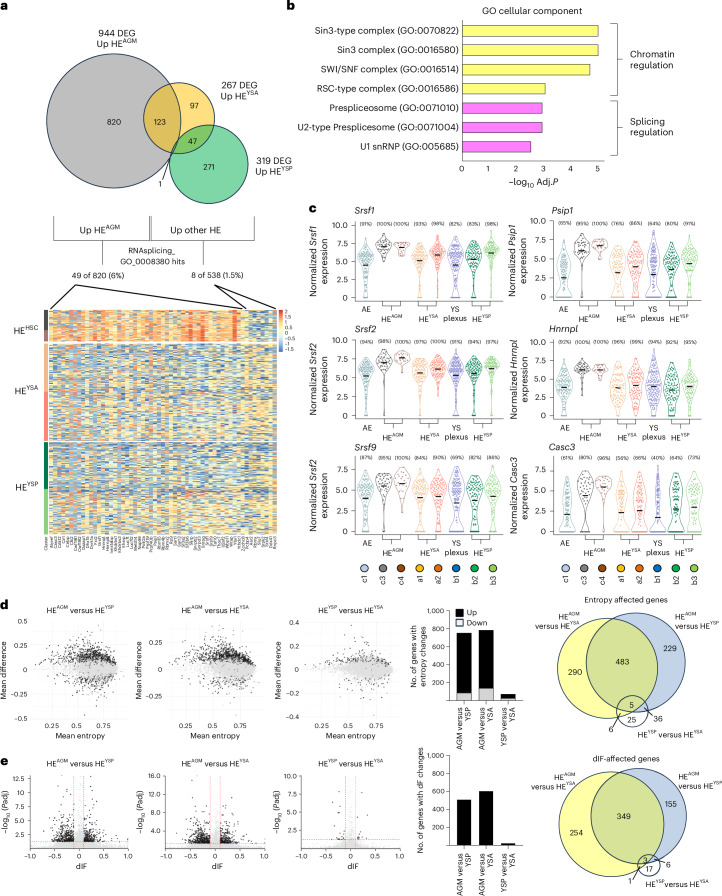
Differential expression of chromatin modifiers and splicing machinery between intra- and extra-embryonic HE correlates with distinct isoform expression landscapes. **a**, Venn diagram depicting the result of pairwise DEG analysis on HE^AGM^, HE^YSA^ and HE^YSP^ (top). ‘Up’ indicates a gene is upregulated (log_2_FC > 1.5) versus at least one other HE population. Single-cell heatmap depicting the genes from GO: RNAsplicing_GO_0008380 that are differentially expressed between the HE populations (bottom). **b**, Gene Ontology analysis (GO cellular components) on genes that are differentially expressed between HE^AGM^ and YS HE (log_2_FC > 1.5 higher expression). Adjusted *P* values were calculated using Fisher’s exact test with Benjamini–Hochberg correction **c**, Violin plots depicting the expression of selected RNA processing genes across HE^AGM^, HE^YSA^ and HE^YSP^. Arterial endothelium and plexus endothelium are shown for reference. **d**, Analyses of isoform entropy difference between HE^AGM^ versus HE^YSP^, HE^AGM^ versus HE^YSA^ and HE^YSP^ versus HE^YSA^. Scatter-plots showing the genes having differential usage pattern for the indicated comparison (left). Black dots represent genes with significant mean entropy differences (mean difference > 0.1, FDR *P*adj < 0.05). Statistical test Wilcoxon signed-rank test, two-tailed. Gray dots represent genes with nonsignificant changes. Bar graphs depicting the number of genes with differential entropy values in the different comparisons (middle). The proportion of genes with increased and decreased entropy values are depicted in black and gray, respectively. HE^AGM^ is skewed toward genes with higher entropy values (chi-squared goodness of fit test, *P* < 0.0001). Venn diagram depicting the intersect of the different comparisons (right). Only a very small set of genes shows entropy differences between the HE^YSB^ versus HE^YSA^. **e**, Differences in isoform fraction (dIF) analyses between HE^AGM^ versus HE^YSP^, HE^AGM^ versus HE^YSA^ and HE^YSP^ versus HE^YSA^. Scatter-plots showing the gene with dIF changes for the indicated comparison (left). Black dots represent genes with significant dIF changes (dIF > 0.1, FDR *P*adj < 0.05). Statistical test used was the IsoformSwitchAnalyzeR implementation of the differential transcript usage (DTU) test in the satuRn R package (https://f1000research.com/articles/10-374/v2) (a generalized linear model-based test). Gray dots represent genes with nonsignificant changes. Bar graphs depicting the number of genes with dIF changes in the different comparisons (middle). Venn diagram depicting the intersect of the different comparisons (right). Only a very small set of genes show dIF differences between the HE^YSP^ versus HE^YSA^. Source Data

Overall, HE^AGM^ contained a large group of genes that were more highly expressed compared to one or both extra-embryonic HE (Fig. 6a, Extended Data Fig. 4c and Supplementary Table 3a). Gene Ontology analysis identified two main functionalities within these HE^AGM^ selective genes; chromatin modification and RNA processing/splicing (Fig. 6b and Supplementary Table 3a–c). Specifically, 28 genes related to chromatin modification (Extended Data Fig. 6a) and 49 RNA processing genes (Fig. 6a) demonstrated a ≥ 1.5 log_2_ fold change (FC) in HE^AGM^ over at least one of the extra-embryonic HE populations (Supplementary Table 3a–c).

The HE^AGM^-specific upregulation of RNA processing genes is in line with a recent study describing changes in RNA transcript diversity during AGM EHT^40^. Indeed, we observed HE^AGM^-specific upregulation of genes encoding the splice site recognition proteins SRSF1, SRSF2 and SRSF9, implicated in changes in transcript diversity observed during EHT in the AGM^40^ (Fig. 6c and Supplementary Table 3a). The most differentially expressed RNA processing factors included *Psip1*, encoding a SRSF1 interacting protein, *Hnrnpl*, an activator/repressor of exon inclusion, and *Casc3*, which functions in the non-sense-mediated decay pathway (Fig. 6c and Supplementary Table 3c).

Overall, these analyses reveal that the HE^YSP^ has a distinct hematopoietic profile. Furthermore, HE^AGM^ displays a unique gene expression profile, not observed in either YS HE, characterized by higher expression levels of chromatin modifiers and spliceosome components.

### HE^AGM^ transcriptome displays a higher isoform complexity compared to extra-embryonic HE populations

The increased expression level of splicing-related genes in HE^AGM^ suggests that this HE has a distinct isoform expression landscape compared to the YS HE populations. To assess this, we queried our Smart-seq2 dataset at the isoform level. To interrogate differences in isoform expression patterns on a gene level we calculated changes in gene entropy (mean Laplace entropy difference) and dIF (difference in isoform fraction) between the three HE populations^41,42^. In this context increased entropy represents a shift toward a higher transcriptome complexity (more balanced expression of multiple isoforms), while dIF calculations detect shifts in the dominant isoform expressed from a given locus (Extended data Fig. 6b). Both these metrics highlighted a prominent difference in the isoform landscape in the AGM HE compared to both YS HE populations (Fig. 6d,e and Supplementary Table 4a–d). In contrast only minor differences were observed in between the two YS HE populations (Fig. 6d–e and Supplementary Table 4a–d). A total of 1,049 gene loci showed significant differences in entropy (Fig. 6d) compared to one or both YS HE populations. Furthermore, the vast majority (84%) of these gene loci showed increased entropy values in HE^AGM^ compared to the YS HE populations. In contrast, entropy differences were found in only 72 gene loci when the two YS HE were compared to each other, with 64% showing increased entropy within the HE^YSP^ when compared to HE^YSA^. Analysis of dIF changes (Fig. 6e) gave similar results with a large set of genes (768) showing significant shifts in dominant isoform expression when comparing HE^AGM^ to one or both YS HE populations. 46% of these genes had different dIF values compared to both HE^YSA^ and HE^YSP^. Only a small set of 27 genes displayed significant dIF differences between the YS HE populations.

Collectively, 1,597 genes exhibited isoform level differences between HE^AGM^ and one or both extra-embryonic HE populations. This gene set included a substantial fraction of genes not detected by standard differential gene expression analyses (Fig. 7a left and Supplementary Table 4a), highlighting that the two methods of analyses capture distinct subsets of potential effector genes. Ontology analyses (Fig. 7a right and Supplementary Table 4e) of the set of 1,597 revealed enrichment of genes involved in basal cellular machineries, including RNA (spliceosome), ribosome and cell cycle-related ontologies. Overall, we found that singular clear shifts from one specific isoform to another were rare, with often multiple different (sized) transcripts (both coding and noncoding) showing subtle shifts in proportions (Supplementary Table 4). Examples (Extended Data Fig. 7a–d) were we observed discernible differential splicing events (defined as, partial or complete, exon inclusion/exclusion changes) between HE^AGM^ and YS HE are *Rpl34*, encoding part of the large 60s ribosomal subunit; *Arglu1* a splice modulator; *Ythdf2* a m⁶A-dependent RNA degrader; *Pfn1*, a cytoskeleton modulating protein. Notably, the latter two have been implicated in HSPC biology^43,44^. Ontology analyses of the small number of genes affected on an isoform level between HE^YSP^ and HE^YSM^ did not yield robust Gene Ontology results (Extended Data Fig. 6c and Supplementary Table 4e).

**Fig. 7:**
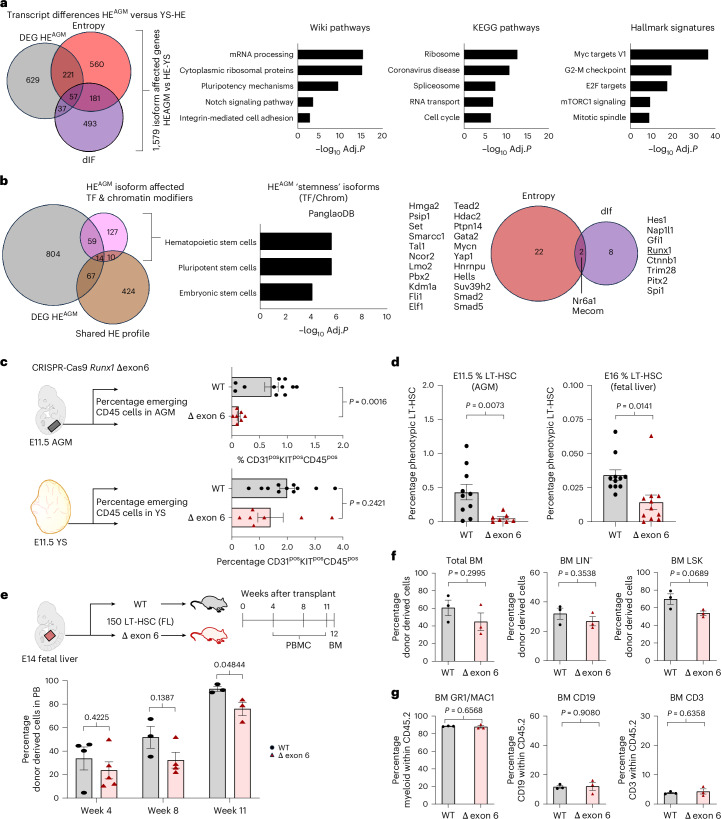
Loss of exon 6 containing Runx1 isoforms impacts HSC emergence. **a**, Venn diagram showing the intersect between isoform-based entropy and dIF level differences between HE^AGM^ and one or both extra-embryonic HE populations as well genes found to upregulated in the HE^AGM^ (as shown in Fig. 6a) (left). Gene Ontology analyses across Wikipathways 2024 Mouse, KEGG 2021 human and MSigDB Hallmark 2020 databases (right). The input gene lists consisted of the 1,579 genes that showed differential isoform expression (entropy and/or dIF) between HE^AGM^ and one or both YS HE. Gene lists can be interrogated in Supplementary Table 4. Adjusted *P* values were calculated using Fisher’s exact test with Benjamini–Hochberg correction **b**, Venn diagram depicting the intersects between genes upregulated in the HE^AGM^ (as depicted in Fig. 6a), the shared HE profile (as depicted in Fig. 5a) and the 210 gene list of transcription and chromatin factors with distinct HE^AGM^ isoform expression profiles (left). Cell identity analysis performed on all transcription and chromatin factors present in the list of genes with potential HE^HSC^-selective isoform expression (middle). Adjusted *P* values were calculated using Fisher’s exact test with Benjamini–Hochberg correction. Venn diagram intersect for the stemness genes identified in the cell identity analyses (right). The diagram shows if the genes were selected based on changes in Entropy or dIF. **c**, Emerging hematopoietic cells (CD31^pos^KIT^pos^CD45^pos^) in E11.5 WT and CRISPR-Cas9 Runx1 Δ exon 6 embryos identified by flow cytometry (Extended Data Fig. 1d). Percentage of emerging hematopoietic cells in E11.5 AGM regions (top). Each point represents a single AGM. Percentage of emerging hematopoietic cells in E11.5 YSs (bottom). Each point represents a single YS. WT *n* = 11, Δ exon 6 *n* = 7. Bars represent the average percentage of emerging hematopoietic cells ± s.e.m. Statistical test used was an unpaired two-tailed *t*-test. **d**, Phenotypic LT HSCs in E11.5 AGM and E16 FL identified by flow cytometry (Extended Data Fig. 1d). Left, percentage of LT HSCs in E11.5 AGMs. Each point represents a single AGM (WT *n* = 10, Δ exon 6 *n* = 7). Right, percentage of LT HSCs in E16 FLs. Each point represents a single FL (WT *n* = 11, Δ exon 6 *n* = 11). Bars represent the average percentage of LT HSC ± s.e.m. Statistical test used was an unpaired two-tailed *t*-test. **e**, Schematic of E14 FL LT HSCs transplantation experiments (top). A total of 150 phenotypic FL LT HSCs (CD45.2) were transplanted into sublethally irradiated NSGS mice (CD45.1). Donor contribution was followed for 12 weeks. Peripheral blood was analyzed by flow cytometry 4, 8 and 11 weeks post-transplant. At 12 weeks post-transplant the bone marrow (BM) was collected and analyzed by flow cytometry. Contribution of donor cells (CD45.2) to the peripheral blood of the transplanted mice at week 4 (WT *n* = 4, Δ exon 6 *n* = 5), 8 (WT *n* = 3, Δ exon 6 *n* = 4) and week 11 (WT *n* = 3, Δ exon 6 *n* = 3) (bottom). Bars represent the average percentage of donor derived blood cells  ± s.e.m. Unpaired two-tailed *t*-test. **f**, Bar graphs presenting the percentage of donor derived cells in the BM of recipient mice 12 weeks post-transplant. Donor cell contribution to the total BM (left). Donor cell contribution to the lineage negative (TER-119^neg^CD3^neg^B220^neg^GR1^neg^MAC1^neg^) BM population (middle). Donor cell contribution to the BM LSK (TER-119^neg^CD3^neg^B220^neg^GR1^neg^MAC1^neg^SCA1^pos^KITt^pos^) population (right). *n* = 3. Bars represent the average percentage of donor derived blood cells ± s.e.m. Unpaired two-tailed *t*-test. **g**, Myeloid (GR1^pos^ and/or MAC1^pos^), B cell (CD19^pos^) and T cell (CD3^pos^) lineage output of donor cells in recipient BM 12 weeks post-transplant. *n* = 3. Bars represent the average percentage of lineage contribution of donor derived blood cells  ± s.e.m. Unpaired two-tailed *t*-test. Source Data

Together, these data demonstrate that the increased expression of splicing-related genes in HE^AGM^ correlates with an isoform expression landscape that is distinct from both YS HE populations.

### Exclusive expression of Runx1 Δ exon 6 transcripts negatively impacts HSC emergence

To focus on potential drivers of an HSC fate we restricted our analyses to transcription/chromatin factors within the HE^AGM^ isoform list (210/1579; Fig. 7b and Supplementary Table 4a). As with the full list, this sublist also contained a substantial number of candidates not found by differential gene expression or analyses of the shared HE profile (Fig. 7b left and Supplementary Table 4a). Cell-type ontology analyses revealed an enrichment for factors associated with stemness (Fig. 7b middle and Supplementary Table 4e). Most of these factors (24 of 32) displayed differential entropy values (Fig. 7b right and Supplementary Table 4a). The majority of the genes in the entropy category displayed increased entropy values in HE^AGM^ (23 of 24), which precludes the identification of a single dominant differentially expressed isoforms (Supplementary Table 4). A small subset of the genes (*n* = 8) demonstrated dIF changes. Further screening for isoform differences between HE^AGM^ and both YS HE populations, as well as differential splicing events, highlighted *Runx1* as a notable candidate.

Multiple annotated *Runx1* transcripts showed shifts in proportion between the three HE populations (Extended Data Fig. 7e). Overall, there is a mix of distal transcripts (Runx1c and short Runx1c 5′ transcripts) and proximal transcripts (Runx1b and short Runx1b 5′ transcripts). The pattern of expression suggests the three populations are at different stages of shifting from the earliest expressed isoform, *Runx1b*, toward the late expressed isoform *Runx1c*. The proportion of full Runx1c transcripts is at its highest in HE^AGM^, is decreased HE^YSA^ and is at its lowest in HE^YSP^ (Extended Data Fig. 7e, middle). The opposite was observed for short Runx1c 5′ transcripts (Extended Data Fig. 7e middle and left). We also observed a small but significant twofold increase in the proportion of Runx1 isoforms lacking exon 6 (*Runx1* Δ6) in HE^AGM^ compared to HE^YSP^ (Extended Data Fig. 7e). The difference between HE^AGM^ and HE^YSA^ was much less obvious suggesting that the shift in *Runx1* Δ6 correlates with an arterial identity of the HE.

Although *Runx1c* is known to be preferentially expressed in HSCs^45^, previous manipulations of Runx1 isoform expression, by enforcing the expression of only *Runx1b* transcripts, did not reveal striking effects on the HSC population^46^; however, the absence of Δ6 transcripts has been previously associated with reduced numbers of HSPCs, including long-term HSCs (LT HSCs), in the bone marrow of adult mice^47^. Together with our observations this suggest that the Δ6 isoform could potentially impact positively on HSC emergence; however, the specific exclusion of Runx1 exon 6 has not been evaluated in vivo. Therefore, we generated homozygote *Runx1*Δ6 embryos by CRISPR-Cas9 mediated deletion in mouse zygotes followed by implantation^48^. Analysis of E11.5 YS and AGM regions of these embryos demonstrated a significant reduction of emerging hematopoietic cells (defined as either CD31^pos^KIT^pos^CD45^pos^ (Fig. 7c) or KIT^pos^CD45^pos^ (Extended Data Fig. 7f)) specifically in the AGM regions of Δ6 embryos, while the YS seemed largely unaffected (Fig. 7c). Furthermore, in Δ6 embryos we observed significantly less phenotypic LT HSCs within both the E11.5 AGM (CD31^pos^SCA^pos^KIT^pos^CD45^pos^EPCR^pos^) as well as the E16.5 fetal liver (FL) (LIN^neg^CD48^neg^SCA^pos^KIT^pos^CD150^pos^) (Fig. 7d). To functionally validate and evaluate the phenotypic Runx1Δ6 FL LT HSCs we performed transplantation experiments (Fig. 7e). Equal numbers of FACS-sorted E14 FL LT HSCs were transplanted (150 LT HSCs per mouse. Figure 7e) into sublethally irradiated mice. Both WT and Runx1Δ6 FL LT HSCs were able to reconstitute hematopoiesis in recipient mice; however, Runx1Δ6 LT HSCs exhibited signs of reduced capacity and/or fitness as the contribution to peripheral blood at 11 weeks was slightly lower (*P* < 0.05) (Fig. 7e). Although not statistically significant a similar trend was observed when analyzing week 12 donor contribution in the total bone marrow of the recipient mice, the bone-marrow lineage negative population (Ter119^neg^CD3^neg^B220^neg^GR1^neg^MAC1^neg^) and the bone-marrow LSK (Ter119^neg^CD3^neg^B220^neg^GR1^neg^MAC1^neg^SCA1^pos^KIT^pos^) population (Fig. 7f). Lineage commitment appeared unaffected, with the WT and Runx1Δ6 transplants showing comparable contributions to myeloid (GR1^pos^ and/or MAC1^pos^), CD19^pos^ (B cell) and CD3^pos^ (T cell) populations (Fig. 7g).

Overall, these data indicate that loss of exon 6-containing Runx1 transcripts negatively affects early HSC emergence in the embryo and suggest a balance between exon 6 containing and exon 6 skipping *Runx1* transcripts is required for HSC emergence in the AGM.

## Discussion

Hematopoietic cell therapies are potent treatment modalities for many blood diseases, including cancer. A major bottleneck for these treatments is sourcing sufficient patient compatible blood cells. Consequently, unraveling the molecular cues driving the generation of specific blood cell types, to reproduce these processes in vitro, is of great interest. HSCs and lineage-restricted EMP/LMPs are first established from HE cells during embryogenesis. Intra-embryonic (dorsal aorta) HE, with HSC potential, has been the focus of multiple scRNA-seq studies. Single-cell transcriptomics of HE in the YS, the initial site of EMP and LMP generation, has so far garnered much less attention. Here we present a comprehensive full-length scRNA-seq dataset that covers three parallel embryonic EHT trajectories, each of which contains their own distinct HE population, skewed toward, respectively, HSPCs (intra-embryonic HE^AGM^), LMPs (YS HE^YSA^) and EMPs (YS HE^YSP^).

In contrast to the exclusively arterial identity of intra-embryonic HE^27,49^, extra-embryonic HE activity^50–52,32^ has been reported throughout the YS endothelium, with an arterial identity being linked to LMP generation^32,50,53^. Combining functional assays, whole-mount imaging and scRNA-seq, we reveal the presence of two different YS HE populations with divergent trajectories, one with an arterial endothelial identity and localization (HE^YSA^) and another with a plexus endothelial identity and localization (HE^YSP^). In line with the sequential emergence of embryonic EMPs and LMPs^1^, the two YS HE populations also arise sequentially. Recently, EHT events within the large intra- and extra-embryonic arteries have been linked to the generation of short-term fetal-restricted HSPCs^54^. The ability to enrich HE^LMP^, using our newly identified CD24-LYVE1-MCAM antibody panel, warrants further characterization of the potential of this HE population.

Comparative analysis of all three EHT trajectories identified a shared HE signature composed of a small set of eight genes that can ascertain cells with HE characteristics regardless of their site of origin. Notably, transcriptional repressor *Gfi1* and transcriptional activator *Mycn* were the only two transcription factors with HE-selective expression patterns. *Gfi1* is an established player in EHT initiation via its ability to downregulate the endothelial program^20,21^ as also reflected in our data. Conversely, many genes that were newly activated (upregulated versus endothelium) within the HE populations were MYC target genes. It has been recently shown that, within the context of the AGM, *Mycn* expression is required for efficient EHT^55^. Our data suggest that *Mycn*, like *Gfi1*, is a HE-specific core functional component of EHT progression independent of the embryonic localization. Overall, many genes previously only reported/characterized in the context of AGM EHT, and suggested to be associated with the acquisition of HSPC potential, are also part of our universal HE profile, highlighting the need for comparative analyses to identify specific cell fate regulators.

Probing differential gene expression between HE populations revealed a high degree of similarity between YS HE^YSA^ and intra-embryonic HE^AGM^, likely reflecting their shared arterial endothelial identity. In contrast, YS HE^YSP^ showed a distinct transcriptional profile, characterized by prominent expression of myeloid/hematopoietic genes, which was also partially observed in non-HE endothelial cells of the YS plexus. In HE^AGM^, we found a prominent enrichment of genes involved in chromatin modification and RNA processing. The latter is especially interesting as several recent studies have indicated that changes in the isoform landscape play a role in the emergence of the hematopoietic system and HSC biology^40,56^. One study by Wang et al. focusing on EHT in the AGM has shown distinct changes in isoform expression profiles in the transition toward HE and subsequently T1-preHSCs^40^. The affected genes were involved in RNA metabolic processes, including RNA splicing, RNA transport and ribonucleoprotein complex biogenesis^40^. Our findings are consistent with these observations and further highlight this phenomenon as specific to HE^AGM^. In contrast, differences in the isoform landscapes between the two YS HE populations were minimal, suggesting that their identity and potential are predominantly driven by differential gene expression. Notably, we observed HE^AGM^ specific changes in isoform expression patterns for transcription/chromatin factors, including *Runx1*, associated with a stem cell identity. We experimentally demonstrated here that limiting the isoform diversity of Runx1, by introducing an in-frame deletion of exon 6 in all transcripts, negatively impacted immunophenotypic LT HSC detection in AGM and FL. Of note, the absence of Δ6 transcripts has previously been shown to negatively impact HSPCs, including LT HSCs, in the bone marrow of adult mice^47^. Indeed, it has been reported that Runx1Δ6 isoforms can enhance the transactivation ability of the exon 6 containing Runx1 isoforms in vitro^47^. More recently, the interaction between the ETS factor ELF1 and RUNX1 has been shown to enhance HSC self-renewal and prevent HSC differentiation^57^. Notably, the RUNX1 E26 transformation-specific (ETS) factor binding domain has been localized to the region encompassing *Runx1* exon 6 and exon 7 (ref. ^58^). Together, these data point toward a role for balanced expression of Runx1_exon6 and Runx1_Δexon 6 transcripts in lineage choice.

The dataset presented here provides a unique resource for further characterization of the three HE populations in the mouse embryo. A particularly intriguing observation is that HE^AGM^ exhibits a distinct isoform landscape compared to the YS HE populations; however, identifying isoform combinations that directly determine cell fate remains a substantial challenge. This not only due to the underlying biology, such as the higher isoform entropy observed in HE^AGM^, but also due to technical limitations in isoform resolution from short-read Smart-seq2 data. To attempt to address this, we performed long-read nanopore sequencing on a subset of 220 (160 HE and 60 early progenitors) cells from our Smart-seq2 dataset. 

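Complementary DNA (cDNA) made from single sorted mouse cells by the Smart-seq2 protocol was sequenced again as long reads on a nanopore instrument, in which each read can span a whole transcript. The paper states that short reads had limited its isoform resolution. The authors deposited 1 table of estimated counts, and 1 of the same scaled to an equal total in each cell (TPM), of  278369 transcripts of 78317 genes. From their labels, 161 of the cells were placed in HE clusters and 60 in progenitor clusters. The paper gives 220 cells, 160 of them HE. Cells labelled YS_m1 and YS_m2 were taken as a1 and a2. Those labelled AGM_5 carry the cell type HE-Hb, which the paper's text does not define, and were taken as c5. HE AGM (clusters c3 and c4) held 51 cells, HE YSA (a1 and a2) 57 and HE YSP (b2 and b3) 53. Cluster c5 of the AGM held 21 cells, and the YS progenitor clusters p1 and p2 held 18 and 21. The cells were spread over 3 nanopore runs, each with cells of every population. The AGM cells came from other cDNA projects than the YS cells, apart from 1 cell labelled a1, and 2 YS-labelled cells have AGM in their library names. No embryo or litter is named for a cell, so each population counts as 1 sample, and the differences between populations have no replicate check and no test.
The authors trimmed adapters, removed chimeric reads, aligned the rest to GENCODE transcripts with Minimap2 and estimated the count of each transcript with NanoCount, which divides reads that align to several transcripts. 49.5% of the values above 0 were below 1 count. The deposited TPM equals the estimated count divided by the cell's total and multiplied by the same factor in each cell, without a correction for transcript length. The total per cell ranged from 130 to 125339 in HE AGM (median 57375), from 95 to 71389 in HE YSA (median 33949) and from 111 to 84052 in HE YSP (median 30984). It ranged from 47151 to 121985 in c5, from 17220 to 72659 in p1 and from 16773 to 57272 in p2. The median total of HE AGM was the highest of the 3 HE populations in each run, at 54073, 44042 and 94300 counts in runs 1, 2 and 3. It was 35960, 24019 and 39150 in HE YSA and 30946, 23103.5 and 36750 in HE YSP.

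**Figure D1:**
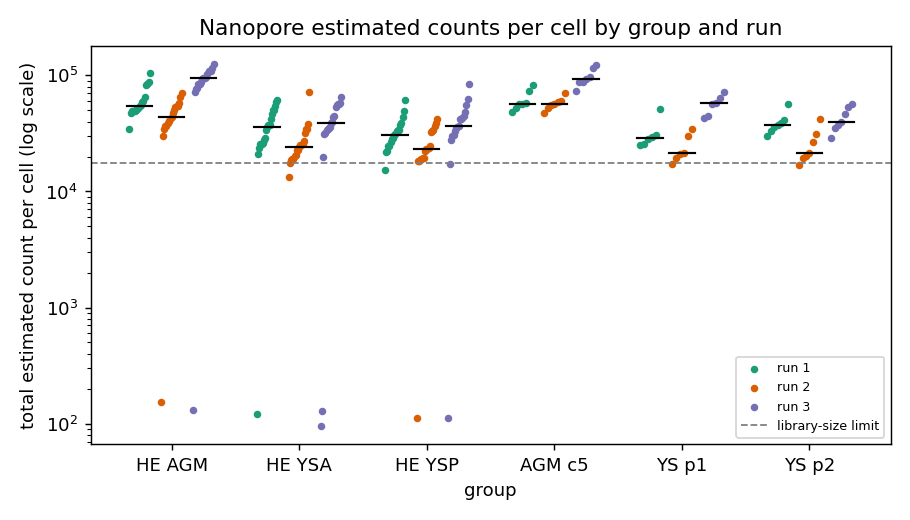
Total estimated count per cell on a log axis, for the 6 groups and the 3 nanopore runs. Each point is 1 cell, black bars are medians and the dashed line is the library-size limit; the medians of both AGM groups lie above those of the 4 YS groups in each run.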

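Laplace entropy was computed per gene and cell as the Shannon entropy of the isoform shares after adding 1 count to each annotated isoform, divided by its largest possible value, so that 1 means equal shares. It was averaged per population over the cells in which the gene had a count above 0. 4349 genes with at least 2 isoforms had values in at least 10 cells of each HE population. Genes are not replicates, so no error across them is given. The median over genes of the difference in mean entropy was -0.0325 for HE AGM minus HE YSA and -0.0380 for HE AGM minus HE YSP. Entropy was higher in HE AGM for 777 of 4310 genes against HE YSA and for 651 of 4310 against HE YSP, leaving out genes with a difference of 0. Between HE YSP and HE YSA the median difference was 0.00311, and 0.00550, 1.71e-07 and 4.53e-05 within runs 1, 2 and 3. Its sign depended on the setting. It was -0.00301 with only YS cells of E10.5, -0.00258 with TPM and -0.00140 with cells thinned to 28000 counts. Within nanopore runs 1, 2 and 3 alone, HE AGM minus HE YSA gave -0.0208, -0.0255 and -0.0494, and HE AGM minus HE YSP gave -0.0288, -0.0274 and -0.0514. The direction depended on the normalization and on depth. With TPM in place of counts the differences were 0.0258 and 0.0311, with entropy higher in HE AGM for 65.0% and 66.2% of genes. Without the added count they were 0.00833 and 0.00786. With counts divided by DESeq2 size factors of the poscounts type they were -0.00343 and -0.00404. With each cell thinned to 28000 counts, which left 49 cells of HE AGM, 33 of HE YSA and 32 of HE YSP, they were 0.00369 and 0.00359 over 2805 genes. Over the 1040 of these genes with values in at least 10 cells of each of the 6 groups, a set chosen after the data were seen, they were 0.0128 and 0.0137. Simulated counts with identical isoform shares in the populations gave 0.00393 and 0.00509 at 28000 counts and 0.0118 and 0.0138 over genes of that set, -0.00297 and -0.00890 at 28000 counts without the added count, 0.0402 and 0.0472 at full depth without it, and -0.0248 and -0.0285 at full depth with it. Below 0 at equal depth were thinned cells without the added count, also chosen after the data were seen (-0.0106 and -0.0121), each gene thinned to 5 counts per cell without the added count (-0.00868 and -0.00933) and counts pooled per population and thinned to 1 total (-0.0120 and -0.00985). When HE AGM cells were thinned to 0.581 of their counts, the ratio of the median totals of HE YSA and HE AGM, their own full-depth entropy minus the thinned one had a median of -0.0382. Only the thinned counts were rounded, so this value holds rounding as well as depth.
Among 2459 genes with values in at least 20 cells of each HE population, 94 were higher and 1150 lower in HE AGM than in both YS populations in each of the 3 runs, at full depth with the added count. Counted the same way, but from rounded counts, 48 of 1998 simulated genes with identical isoform shares were higher and 910 lower. With cells thinned to 28000 counts 54.2% and 55.6% of the real genes were higher, with 94 above 0.1 and 109 below -0.1 against HE YSA, and 119 and 103 against HE YSP. Of the simulated genes with identical isoform shares, 57.5% and 58.1% were higher at that total. The largest means of the differences from both YS populations were those of Sf3b1 (0.243), Rps14 (0.238), Polr2e (0.197), Tubb3 (0.180) and Rpl4 (0.179). The smallest were those of Rps4x (-0.644), 4930539M17Rik (-0.617), Tuba1b (-0.564), Rpl39 (-0.562) and Rps29 (-0.555). The genes with the smallest values all had more counts per cell in HE AGM than in HE YSA. The means in HE AGM and HE YSA were 63.2 and 2.42 for Rps4x and 55.7 and 2.61 for Tuba1b. They were 30.8 and 0.734 for Rpl39 and 28.6 and 2.45 for Rps29, and 4930539M17Rik differed in the same direction. Sf3b1 had fewer counts in HE AGM, with means of 2.33 and 14.6. With the added count, the entropy differences of these genes can therefore not be told apart from their differences in counts. Without the added count the mean difference of Rps4x was 0.0373 and that of Rpl39 0.00648. Reads of the ribosomal protein genes among them can be shared with processed pseudogenes, which makes their values uncertain.

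**Figure D2:**
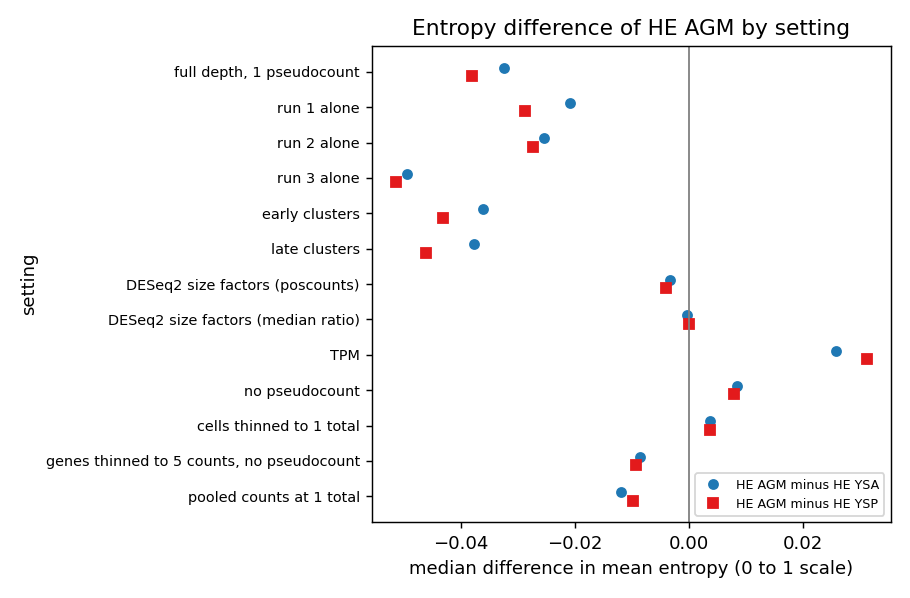
Median over genes of the difference in mean entropy (0 to 1 scale) of HE AGM against HE YSA (circles) and HE YSP (squares) under 13 settings. Points left of 0 mean lower entropy in HE AGM; full-depth counts, each run alone, thinned genes and pooled counts at 1 total lie left of 0, and TPM, no pseudocount and cells thinned to 1 total lie right of it.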

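At a limit of 1 summed count, a median of 5261 genes was detected per cell in HE AGM (3386 to 7028), 3861 in HE YSA (2525 to 5862) and 3890 in HE YSP (2865 to 5467). Counting any value above 0 moved these medians most, to 8243, 6373.5 and 6483. At 28000 counts per cell they were 4605, 4144 and 4093.5. Of genes with several isoforms, a median of 386 per cell reached 20 counts in HE AGM, 188 in HE YSA and 179 in HE YSP. Transcripts whose estimate in a cell lay more than 1e-06 from a whole number held 60.8%, 58.0% and 58.2% of the counts. The isoform fraction of a gene was also compared after summing over cells and thinning each gene to 50 counts. The share of genes with an isoform whose fraction differed by more than 0.1 was 64.4% between HE AGM and HE YSA, 62.7% between HE AGM and HE YSP and 40.8% between HE YSP and HE YSA. Between nanopore runs within 1 population it ranged from 39.6% to 50.6%, over fewer genes. Each run pooled 15 to 18 cells of a population, against 49 to 52 cells in each HE population. At 200 counts per gene it was 49.7%, 47.4% and 11.5% for the same pairs of populations and 10.8% to 28.5% between runs. At both depths the pairs of HE AGM with a YS population lay above each pair of runs, and HE YSP against HE YSA lay within the range of the runs. The runs pool fewer cells, so that range is not a matched reference. It does not show that HE YSP and HE YSA are alike. The AGM and YS cells differ in cDNA project as well as in tissue.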

While this approach confirmed a global shift toward higher isoform entropy in HE^AGM^ (Extended Data Fig. 7g), the coverage achieved was lower than that of the Smart-seq2 data and insufficient for robust isoform-level analysis. Further advancements in the sequencing depth and accuracy of long-read single-cell technologies will be particularly beneficial for isoform quantification, transcript coverage and the discovery of novel isoforms. Another limitation of our study is the difficulty in reliably predicting the fate of individual transient HE cells at the single-cell level. For example, within the HE^AGM^ population, we cannot tell which cells will become HSC versus other progenitors. Likewise, in HE^YSP^ and HE^YSA^ populations, we cannot predict erythroid versus myeloid or lymphoid versus myeloid outcomes. Current transcriptomic comparisons using predefined signatures (HSCs, EMPs and LMPs) lack the resolution to detect lineage commitment this early in hematopoietic emergence^26^. These early transient cell states, which may disappear before cells become committed progeny, likely influence fate decisions. This underscores the need to compare HE populations with different developmental outcomes, not just committed populations. As discussed above, many ‘AGM-specific’ EHT genes associated with HSPC potential are expressed in multiple HE subsets, indicating a role in EHT rather than in lineage commitment. Identifying and validating these transient states will require improved perturbation screens, lineage tracing, and novel analytical approaches.

To conclude, our results reveal three distinct EHT trajectories and suggest that hematopoietic fate decisions in HE^AGM^, including those toward an HSC cell fate, could at least in part be governed on an isoform level. Overall, our scRNA-seq dataset capturing three distinct EHT trajectories, giving rise to EMPs, LMPs and HSPCs, represents a powerful and unique resource for future investigations of cell fate decision in different HE.

## Methods

### Mouse embryo generation and processing

Mouse work was performed in accordance with the United Kingdom Animal Scientific Procedures Act (ASPA) 1986. Animal experiments performed at the Cancer Research United Kingdom Manchester Institute (CRUK-MI) were approved by the Animal Welfare and Ethics Review Body of the CRUK-MI. Experiments performed at the University of Oxford were approved by the Oxford Clinical Medicine Ethical Review Committee. Mice were housed in individually ventilated cages under standard conditions, including a 12-h light–dark cycle, ambient temperature of 19–23 °C and relative humidity of 45–65%, in accordance with UK Home Office guidelines and institutional protocols. The transgenic reporter mouse lines (strain C57BL/6JOlaHsd) *Gfi1* (refs. ^20,26,29^) and *Runx1b*^RFP^ (refs. ^26,28^) and *Vwf*^eGFP^ (ref. ^31^) have been described previously. Vaginal plug detection was considered as E0.5 and staging was confirmed for each embryo at the time of collection by visual inspection. For experiments using the *Gfi1*^GFP^ and *Runx1b*^RFP^ reporters, WT Hsd:ICR (CD-1) females were used to set up breeding pairs ensuring reporter sorted cells were exclusively obtained from embryos. The following primers (custom DNA Oligos Merck) were used to genotype embryos. Gfi1GFP, forward1_5′-CCCTTCTCTCAGAACTCAGAG-3′, forward2_5′-GGAAACGAGGTGGCTTGGAG-3′, reverse_5′-GTCTTGTAGTTGCCGTCGTC-3′ (WT: 245 bp, KI:390 bp). Runx1bRFP, forward1_5′-ATGGTGATACAAGGGACATCTTCCC-3′, forward2_5′-ACTTGTATGTTGGTCTCCCG-3′, reverse_5′-ACCAGAGACTTCTACTACAGGC-3′ (WT, 550 bp; KI, 200 bp).

For the single cell RNA-seq and in vitro functional assays, dissected YSs were digested in a mix of Collagenase IV (2 mg ml^−1^, Worthington) and DNase I (200 U ml^−1^, Calbiochem) at 37 °C for 15 min. The dissociated cells were pelleted (300*g* for 5 min at 4 °C) and resuspended in phosphate buffered saline (PBS) containing 10% fetal bovine serum (FBS) and further processed for FACS analyses/sorting.

For YS preparation for whole-mount immunofluorescence staining^25,59,60^, embryos were dissected in calcium and magnesium-free PBS, 10% FBS and 0.1 mM EDTA. Embryos were fixed in PBS 4% paraformaldehyde for 1 h, rinsed with PBS (3×, 5 min at RT) and incubated in 50% methanol in PBS (4 °C for 10 min). Samples were stored at –20 °C in 100% methanol until further use.

### CRISPR-Cas9 *Runx1* Δ exon 6 embryos

One-cell-stage embryos were electroporated with guides targeting the exon 6 of the *Runx1* gene and Cas9 protein, then reimplanted into surrogate mothers^48^. The guides targeted the following sequences flanking exon 6 of *Runx1* (PAM sequences are underscored) (custom DNA Oligos Merck): 5′-CCTCCCGGTCCCTACACTAGGAC–3′ and 5′-CCCACGGAGCCCACTACCCTCTG-3′ At E11.5, embryos were collected and genotyped using primer pairs flanking exon 6: forward1_5′- AGTGGGCTGAAGGAACCT -3′, reverse1_5′-ACGGATTACAGTCTCCAGGA -3′ (WT 779 bp, ko 539 bp) and forward2_5′ CAAGGGGCAATGTCCAACAA -3′, reverse2 5′- ACCTGGAACCGATAACTGCA -3′ (WT 637 bp, ko 397 bp). The AGMs of these embryos were subsequently dissected and processed and analyzed by flow cytometry to identify any defects in blood cell development^26^. For E16.5 FLs, dissected livers were crushed with the end of a 1-ml syringe through a 40-μm cell strainer into IMDM + 10% FBS.

### Transplantation assay of Runx1 Δ exon 6 embryos

Female NSGS (NOD.Cg-Prkdcscid Il2rgtm1Wjl Tg(CMV-IL3,CSF2,KITLG)1Eav/MloySzJ) (CD45.1) mice, aged 8–12 weeks, were used as recipients after two rounds of irradiation at 200 cGy, 3 h apart. Runx1 Δ exon 6 heterozygote males and females (CD45.2) between the ages of 2–6 months were mated, and vaginal plug detection was considered as day 0.5. E14.5 FLs were genotyped and processed for FACS isolation of LT HSCs (TER-119^neg^CD3^neg^B220^neg^GR1^neg^CD48^neg^SCA1^pos^KIT^pos^CD150^pos^) as described above (Supplementary Table 5 lists the antibodies used). Each recipient received 150 LT HSCs intravenously in 200 μl of PBS, along with 20,000 nucleated bone- marrow cells from NSGS donors as a support. Peripheral blood was taken in weeks 4, 8 and 11 after transplantation and terminal samples were collected in week 12.

### Flow cytometry

Flow cytometry analyses were performed on a BD LSRFortessa X-20 Cell Analyzer (BD Biosciences) and a Novocyte Quanteon (Agilent). All cell sorting was performed on a BD FACSAria III Cell Sorter (BD Biosciences). Antibodies used for FACS are listed in Supplementary Table 5. For scRNA-seq cells were directly sorted into lysis buffer and snap-frozen before further processing. FlowJo software (BD Biosciences) was used to analyze all FACS data.

### In vitro single-cell assays

All single cell assays on YS-derived cells were performed using co-culture with OP9 stromal cells (mouse bone-marrow stromal cell line; ATCC CRL-2749 obtained from the American Type Culture Collection)^21^. In brief, hematopoietic activity assays were performed by FACS sorting single YS cells onto OP9 cells in 96-well plates (one cell per well). The cells were cultured in IMDM (Invitrogen), 10% fetal calf serum, L-glutamine (4 mM), penicillin–streptomycin (50 U ml^−1^), α-monothioglycerol (15 mM), ascorbic acid (50 ng ml^−1^), transferrin (180 μg ml^−1^), IL-11 (5 ng ml^−1^), EPO (2 U ml^−1^), oncostatin M (10 ng ml^−1^), IL-6 (20 ng ml^−1^), bFGF (10 ng ml^−1^), IL-3 (100 ng ml^−1^), SCF (100 ng ml^−1^), Flt3L (100 ng ml^−1^) and 2% leukemia inhibitory factor (LIF) supernatant for 10 days before microscopically scoring wells that showed signs of hematopoietic proliferation.

Hematopoietic lineage potential assays were performed similarly but with a different media composition: αMEM (Invitrogen), 10% fetal calf serum, L-glutamine (4 mM), penicillin–streptomycin (50 U ml^−1^), 2-mercaptoethanol (100 mM), SCF (5 ng ml^−1^), IL-7 (2 ng ml^−1^) and Flt3L (5 ng ml^−1^). After 7 days, wells containing proliferating cells were passaged onto fresh OP9 cells and culture for 7 additional days. Lineages of the hematopoietic cells were defined based on FACS analyses of CD19, CD11b and TER119 cell surface expression (Supplementary Table 5).

### Hematopoietic colony-forming unit assays

FACS-sorted YS and FL populations were examined by culturing cells, with (YS) or without (YS and FL) previous co-culture on OP9 for 48 h, in a semi-solid methylcellulose matrix (MethoCult GF M3434, Stem Cell Technologies). Colony output was determined after 7–10 days of culture by colony morphology. Where applicable, OP9 co-culture was performed in IMDM (Invitrogen), 10% fetal calf serum, L-glutamine (4 mM), penicillin–streptomycin (50 U ml^−1^), α-monothioglycerol (15 mM), ascorbic acid (50 ng ml^−1^), transferrin (180 μg ml^−1^), IL-11 (5 ng ml^−1^), EPO (2 U ml^−1^), oncostatin M (10 ng ml^−1^), IL-6 (20 ng ml^−1^), bFGF (10 ng ml^−1^), IL-3 (100 ng ml^−1^), SCF (100 ng ml^−1^), Flt3L (100 ng ml^−1^) and 2% LIF supernatant.

### Whole-mount Immunofluorescence staining and analyses

Whole-mount staining and analyses^25,59,60^. All primary and secondary antibodies used for immunofluorescence are listed in Supplementary Table 5. Fixed (4% paraformaldehyde) samples were routinely stored at −20 °C in 100% methanol (see ‘mouse embryo generation and processing’ section). Following rehydration, YS samples were treated with a permeabilizing blocking solution (0.2% Triton X-100, 2% donkey serum and 2% FBS) and incubated overnight with primary antibodies. The next day a second step with secondary antibodies was carried out. After staining, YSs were cleared overnight in a 50% solution of glycerol in PBS at 4 °C and then flat-mounted on Superfrost glass slides. Samples were imaged using a Zeiss 710 confocal microscope equipped with a LD LCI Plan-Apochromat ×25/0.8 Imm Corr DIC M27 objective or an EC Plan-Neofluar ×40/1.30 Oil DIC M27 objective. Confocal image acquisition was carried out using Zeiss Zen software v.2.3 SP1; image processing and analysis was carried out using IMARIS Viewer software v.9.7.2 (Bitplane), ImageJ/Fiji (v.2.3.5–2.9.0) and Adobe Photoshop CC 2021. vWF-associated and Lyve1-associated mean of fluorescence intensity (MFI) was measured by ImageJ/Fiji as mean of gray value in a selected area (an example is shown in Fig. 3a) and expressed in arbitrary units. The ratio of vWF-associated MFI to Lyve1-associated MFI was calculated for the same area. Cell counts were performed using Fiji/ImageJ Cell Counter tool.

### scRNA-seq and data processing

Single cells were sorted into wells of a 384-well plate containing lysis buffer and snap-frozen. Libraries were prepared using a modified Smart-seq2 protocol^61^. Paired-end 38 bp or 75 bp sequencing was carried out on the NextSeq500 or NovaSeq 6000 platform (Illumina). Following sequencing, the raw fastq files were obtained by bcltoFastq conversion (v.2.20.0.422) and were subsequently aligned to the mm10 reference genome using STAR aligner (v.2.7.9a) with the argument ‘STARsolo’. This argument allowed simultaneous mapping of reads and quantification of gene expression. The reference genome and gene transfer format file were downloaded from 10x Genomics webpage at https://cf.10xgenomics.com/supp/cell-exp/refdata-gex-mm10-2020-A.tar.gz. The output of ‘STARsolo’ was loaded into R (v.4.1.0) using the Bioconducter package DropletUtils (v.1.12.1). Downstream analyses were conducted in R using SingleCellExperiment (v.1.14.1) and Seurat (v.4.0.6). A total of 2,365 cells was sequenced (795 on the NextSeq500 and 1570 on the NovaSeq 6000). Next, cells with <2,000 detected genes, >15% mitochondrial content and >10% hemoglobin percentage were excluded, leaving 2,255 high quality cells (705 on the NextSeq500 and 1,550 on the NovaSeq 6000). This filtering process was adopted as previously described^26^.

### Analysis of YS EHT scRNA-seq datasets

A total of 1,469 scRNA-seq cells were considered high quality YS cells (115 on the NextSeq5000 and 1,354 on the NovaSeq). During the sequencing, 225 technical replicates (the same cells sequenced twice) were introduced. Duplicated technical replicates were removed, retaining cells with that yielded the highest number of genes leaving a total of 1,214 YS cells. Following read quantification and filtering, single cell analysis was performed using the scater (v.1.20.1) package. Raw counts were log-normalized (logNormCounts), gene variance was modeled (modelGeneVar) and the top 2,000 highly variable genes (HVGs) were identified (getTopHVGs). Following normalization, cells were subsequently clustered using graph-based clustering (buildSNNGraph, parameters: *k* = 10, use.dimred = ‘PCA’). Based on graph-based clustering, we noted groups of outlier cells that (1) contained high percentage of ribosomal genes with the lowest genes detected; (2) contained high expression of hemoglobin gene (*Hbb-y*); (3) were potential mesenchymal cells with high expression of mesenchymal genes (*Dlk1* and *Ptn*); (4) were a distinct cluster of cells expressing the marker *Folr1*; and (5) were matured megakaryocyte or platelet-contaminating cells with high expression Pf4, Gp5 and *Gp5*. These outlier cells (*n* = 139) were excluded leaving 1,075 YS cells. We next used unsupervised hierarchical clustering (hclust) utilizing the ‘ward.D2’ distance measure to cluster the cells. The number of clusters were determined based on the dynamic tree cut functionally (cutreeDynamic) yielded six clusters.

### Integration of AGM and YS EHT scRNA-seq datasets

AGM datasets were obtained from the Gene Expression Omnibus (GEO) (GSE150412)^26^. From the raw fastq sequencing files, we used the same processing pipeline as was used in the YS EHT scRNA-seq (as described above) to obtain sequencing counts in the AGM dataset. The raw counts of the AGM and the raw counts of YS data were jointly analyzed as a single AnnData object using the scanpy workflow (v.1.6.1). Low-quality cells were removed as previously described^26^ and using the same criteria described above. As the previous AGM scRNA-seq cells were sequenced on the NextSeq500 platform and the YS scRNA-seq cells were sequenced on the NovaSeq, a number of AGM FACS-ENDO (*n* = 21) were concurrently isolated, processed and sequenced on the NovaSeq platform with the YS FACS population. Two strategies were employed to determine and subsequently mitigate batch effects. First, differential expression was performed between the FACS-ENDO populations sequenced across the two platforms. Genes with greater than log_2_FC of 1.5 and adjusted *P* value < 0.01 were considered as genes associated with experimental batches. Second, gene that showed variation in detection rates (>50%) between the sequencing platform were identified. These genes were excluded from further analysis.

To focus on the similarity and differences during EHT in the AGM and YS, the non-EHT related populations (AGM venous endothelial and AGM mesenchymal) and the YS FACS-HE^KIT-Neg^ cells, YS clusters that have progressed beyond the early progenitor stage (YS EMP and YS LMP) were computationally excluded. The raw counts of the remaining cells were log-normalized (sc.pp.normalize_total) and HVGs identified (sc.pp.highly_variable_genes). To generate low dimensional representation, principal-component analysis (PCA) (sc.tl.pca) was conducted on the scaled expression values (sc.pp.scale). The top 50 principal components were used to determine a *k*-nearest neighbor graph (sc.pp.neighbors(n_neighbors = 20)). Two rounds of semi-supervised Leiden clustering were carried out to identify clusters. Initially, an unsupervised Leiden clustering (sc.tl.leiden(resolution = 2)) was used followed by a semi-supervised merging of clusters with <40 cells. Next, to generate a simplified graph representation of the data, partition-based graph abstraction (PAGA) (sc.pl.paga) was used based on the Leiden groupings. The final UMAP representation was generated using PAGA-initialized positions. The scanpy results were imported into R, where the final representations of the data were generated.

### Differential expression analysis and construction of a common HE signature

Differential expression between two groups was performed using the ‘limma’ package (v.3.54.2) and the ‘voom’ function. Before differential expression, genes with more than 90% dropout were excluded. Additionally, to mitigate skewing of differential gene expression analyses between HE groups in the HE^AGM^, HE^YSA^ and HE^YSP^ trajectories, HE clusters were downsampled to the cluster with the lowest cell number in each individual HE. This resulted in three normalized HE populations, each encompassing two clusters with equal representation. The normalized HE was used to generate a universal HE gene expression profile by performing differential expression analyses versus the closest endothelial population and versus the most progressed hematopoietic cells in our dataset (EMPs and LMPs) as illustrated in Extended Data Fig. 3a. Only genes expressed in at least 33% of the cells (for each type of HE) that displayed a log_2_FC > 1 and false discovery rate (FDR) < 0.05 versus either the endothelial or hematopoietic ends of the trajectory were taken forward. For inter-HE differential gene expression, the following cut-offs were used: log_2_FC > 1.5, FDR < 0.05 and percent of gene-expressing cells (in the upregulated population) >50%. Differentially expressed gene lists were interrogated for enrichment of biological features using the online Enrichr tool^62^. Only results with an adjusted *P* value < 0.05, an odds ratio >2 and >5 gene hits were taken forward.

### Calculation of gene signature scores

To determine a collective gene signature enrichment, the UCell package^63^ (v.2.2.0) was used. Based on a given gene list, the UCell signature score (ScoreSignatures_UCell) was calculated for each cell. Gene list for the different signatures used are listed in Supplementary Table 1. EMP-fate and LMP-fate signature were constructed by intersecting the DEGs between EMPs and LMPs (adjusted *P* value < 0.05) and YS clusters p1 and p2 (adjusted *P* value < 0.05).

#### Statistical comparison of UCell scores

To compare UCell signature enrichment between cell clusters, pairwise statistical comparisons were performed using the Wilcoxon rank-sum test (Mann–Whitney *U*-test). This nonparametric test was chosen due to the non-normal distribution of UCell scores, which typically exhibit right-skewed distributions with a high proportion of zero values. Statistical significance was assessed at *P* = 0.05, and comparisons were visualized using the ggsignif package. For analyses involving multiple comparisons, *P* values were adjusted using the Benjamini–Hochberg method to control the FDR.

##### Analysis of publicly available scRNA-seq data

We analyzed the published scRNA-seq data of Fadlullah et al.^26^, Zhu et al.^30^, Hou et al.^36^, Wang et al.^38^ and Li et al.^37^. In the scRNA-seq data from Fadlullah et al.^26^, we reprocessed the data from raw fastq files using the STARsolo workflow described above. We extracted cluster information and retained the following AGM EHT population: Arterial endothelial, Pre-HE, HE-HSC, and IAHC. In the scRNA-seq data from Zhu et al.^30^, we directly downloaded the count matrix files and the cell annotations from GEO (GSE137116). The Zhu et al. data were filtered to retain cells from E10.5 embryos. Furthermore, only cells from the populations related to EHT were kept: ‘Endo (other)’, ‘Endo (Wnt_low) [AE]’, ’Endo (Wnt_high) [AE]’, ‘Conflux endo [AE]’, ‘Pre-HE [AE]’, ‘HE’ and ‘IAC’. In the scRNA-seq data from Hou et al. (GSE139389), we downloaded the count matrix files from GEO and extracted cluster annotations from the supplementary data (sheet 8, 41422_2020_300_MOESM5_ESM.xls). We retained AGM E10.0-E10.5 endothelial cells corresponding to the following populations: ‘vECs’ (venous endothelial cells), ‘earlyAEC’ (early arterial endothelial cells), ‘lateAEC’ (late arterial endothelial cells), ‘Neurl3-EGFP^+^’ (Neurl3-positive cells), ‘tif-HEC’ (transcriptomic and immunophenotypic and functional HEC) and ‘HC’ (hematopoietic cells). In the scRNA-seq data from Wang et al. (GSE167588), we downloaded count matrix files from GEO and extracted cluster annotations from the supplementary data (11427_2021_1935_MOESM7_ESM.xls). The dataset included both YS and caudal region populations. We retained the YS: ‘YS_Aplnr^+^ EC’ (YS Aplnr-positive endothelial cells), ‘YS_aEC’ (YS arterial endothelial cells), ‘YS_HE’ (YS HE), ‘YS_Ery’ (YS erythroid cells). In the scRNA-seq data from Li et al. (GSE173833), we downloaded count matrix files from GEO (GSM5281418) for YS PK44 (CD41^−^CD43^−^CD45^−^CD31^+^CD201^+^Kit^+^CD44^+^) cells from E10.0 embryos. As cluster annotations were not provided, we performed hierarchical clustering using DEGs between endothelial-biased and hematopoietic-biased populations as described in the original publication (Supplementary Table 1 of the publication). We used Ward’s linkage method with Euclidean distance and dynamic tree cutting to identify three distinct clusters (PK44-endo, PK44-mix and PK44-hematopoetic) representing different stages of YS cell progression.

### Publicly available GFI genomic binding data

The following three GFI binding datasets (GEO accession codes: GSE57251, GSE22178, GSE69101) obtained from early hematopoietic populations were used: (1) GFI1 and GFI1b binding data from DamID of HE from embryonic stem cells, GEO_GSE57251: GSM1377856, GSM1377857 and GSM1377858 (ref. ^21^); (2) GFI1b binding data from ChIP–seq of HPC7 cell line (downloaded from Supplementary Table 1 of the online version of the manuscript). Also available at GEO_GSE22178: GSM552235 and GSM552236 (ref. ^35^); (3) GFI1 and GFI1b binding data from ChIP–seq of mES-derived early hematopoietic progenitors, GEO_GSE69101: GSM1692809, GSM1692853 and GSM1692854 (ref. ^34^). In each of the studies mentioned, the BED files were downloaded and were annotated with ChIPpeakAnno (v.3.20.1). Peaks were filtered to retain regions within 3 kb of transcription start site for ChIP–seq data and 5 kb of the gene body for DamID data. Genes were identified as potential GFI targets if binding was observed in at least one GFI1 and one GFI1b dataset.

### Single-cell isoform transcript analyses

#### SMARTseq

Raw reads were aligned and quantified with Salmon^64^ (v.1.10.2; --libtype OU) against GENCODE transcripts (release 37). Quantification files were read into R using either tximport (v.1.28.0) or importIsoformExpression (IsoformSwitchAnalyzeR v.2.0.1)^42,65^. Isoform switching analysis was perfomed using IsoformSwitchAnalyzeR with isoformSwitchTestSatuRn^42^; significant isoform switches were defined as those with an adjusted *P* ≤ 0.05 and |dIF| > 0.1. Splicing entropy was assessed using SplicingFactory (v.1.8.0)^41^; significant entropy changes were defined with adjusted *P* ≤ 0.05. To detect a skew in entropy changes a chi-squared goodness of fit test was applied.

##### Nanopore sequencing

Data were basecalled using Dorado (v.0.9.1) (Oxford Nanopore Technologies Dorado, 2025; https://github.com/nanoporetech/dorado) using the high-accuracy model (dna_r10.4.1_e8.2_400bps_hac@v5.0.0). Raw reads were trimmed for SMARTseq adapters using bbduk.sh (v.39.08)^66^. Chimeric reads were filtered from the data using YACRD (v.1.0.0) and porechop (v.0.2.4)^67,68^. Cleaned reads were aligned to GENCODE transcripts (release 37) using Minimap2 (v.2.26)^69^, retaining a maximum of ten alignments per read. Alignments were quantified using NanoCount (v.1.0.0.post6)^70^. Abundance files were read into R (v.4.3.0) filtered for low library size samples using findOutliers (scuttle v.1.10.3; type = ‘lower’, nmads = 1) and normalized using DESeq2 (v.1.40.2)^71^. 

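Applied to the deposited table, this filter set a lower limit of 17595 estimated counts per cell, 1 scaled median absolute deviation below the median of 38780. It left 208 cells. The cells below the limit were 2 of HE AGM, 5 of HE YSA, 4 of HE YSP, 1 of p1, 1 of p2 and 0 of c5. On the log scale of the totals the limit was 22268 counts, which left 187 cells. The paper's text does not name the scale.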

Estimated and normalized counts were subject to analysis using IsoformSwitchAnalyzeR and SplicingFactory as previously described^41,42^.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Reporting Summary

Supplementary Tables Supplementary Tables 1–5, including an inventory of the tables in the first tab.

## Source data

Source Data Figs. 1–7 Statistical source data.

Source Data Extended Data Figs. 2, 3, 7 Statistical source data.

## Data Availability

Gene expression data can be queried at https://shiny.cruk.manchester.ac.uk/AGM_YS_dataset_final/. Raw data are deposited in the GEO under accession codes GSE274544 and GSE309071. Three Source data files accompany this manuscript (for the main figures, extended figures and tables).

# Supplementary material for: Single-cell profiling reveals three endothelial-to-hematopoietic transitions with divergent isoform expression landscapes
**Source:** Nat Cardiovasc Res. 2025 Nov 11;4(12):1642–61. doi: 10.1038/s44161-025-00740-z
**Supplement:** Supplementary file 1 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                               |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Zeiss Zen software version 2.3 SP1;<br>IMARIS Viewer software version 9.7.2 (Bitplane),<br>ImageJ/Fiji (versions 2.3.5-2.9.0) and Adobe Photoshop 504 CC 2021.<br>Fiji/ImageJ Cell Counter tool<br>FlowJo (v10.1)                                                                                                                                                                                                                                                                                                                                                   |
| Data analysis   | Zeiss Zen software version 2.3 SP1;<br>IMARIS Viewer software version 9.7.2 (Bitplane),<br>ImageJ/Fiji (versions 2.3.5-2.9.0) and Adobe Photoshop 504 CC 2021.<br>Fiji/ImageJ Cell Counter tool<br>FlowJo (v10.1)<br>bcltoFastq conversion (version 2.20.0.422)<br>STAR aligner (version 2.7.9a)<br>R (version 4.1.0)<br>Bioconductor package DropletUtils (version 1.12.1).<br>SingleCellExperiment (version 1.14.1)<br>Seurat (version 4.0.6).<br>Scater (version 1.20.1)<br>buildSNNGraph<br>scanpy workflow (version 1.6.1)<br>'limma' package (version 3.54.2) |

UCell package128 (version 2.2.0)  
 splice aware aligner Salmon 1.4.0  
 IsoformSwitchAnalyzeR 2.01.07  
 SplicingFactory 1.8.0  
 DESeq2 1.40.2  
 MinionQC.R 1.4.2131  
 MinKNOW 23.04.6  
 Guppy 6.5.7  
 Minimap2 2.26  
 IGV Desktop App 2.17.0  
 ChIPpeakAnno version 3.20.1  
[https://github.com/zakiF/PublishedPapers/tree/master/YolkSac\\_AGM](https://github.com/zakiF/PublishedPapers/tree/master/YolkSac_AGM)  
[https://github.com/RASellers-CRUK/GL\\_IsoformAnalysis](https://github.com/RASellers-CRUK/GL_IsoformAnalysis)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The following published datasets were used in this study:

GEO  
 GSE137116  
 GSE139389  
 GSE167588  
 GSE173833  
 GSM5281418  
 GSE57251  
 GSM1377856  
 GSM1377857  
 GSM1377858  
 GSE22178  
 GSE69101  
 GSM1692809  
 GSM1692853  
 GSM1692854  
 GRCm39 M33 mouse reference  
 GRCm39 M32 mouse reference  
 mm10 reference

For the data generated in this study:

Gene expression data can be queried at [https://shiny.cruk.manchester.ac.uk/AGM\\_YS\\_dataset\\_final/](https://shiny.cruk.manchester.ac.uk/AGM_YS_dataset_final/). Raw data is deposited in GEO accession GSE274544 and GSE309071. Three source data files accompany this manuscript  
 NCVR\_2024\_09\_0957A\_extended\_source.xlsx, NCVR\_2024\_09\_0957A\_main\_source.xlsx and NCVR\_2024\_09\_0957A supplemental\_tables\_1.xlsx

Code used:

[https://github.com/zakiF/PublishedPapers/tree/master/YolkSac\\_AGM](https://github.com/zakiF/PublishedPapers/tree/master/YolkSac_AGM) and [https://github.com/RASellers-CRUK/GL\\_IsoformAnalysis](https://github.com/RASellers-CRUK/GL_IsoformAnalysis)  
[https://github.com/RASellers-CRUK/GL\\_IsoformAnalysis](https://github.com/RASellers-CRUK/GL_IsoformAnalysis)

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |    |
|--------------------------------------------------------------------|----|
| Reporting on sex and gender                                        | NA |
| Reporting on race, ethnicity, or other socially relevant groupings | NA |
| Population characteristics                                         | NA |
| Recruitment                                                        | NA |
| Ethics oversight                                                   | NA |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

- ☒ Life sciences
- ☐ Behavioural & social sciences
- ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                       |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No statistical methods were used to predetermine sample size. For in vivo transplantation experiments, five mice per group were used. |
| Data exclusions | All replicate data were used for statistical analysis and no data were excluded.                                                      |
| Replication     | All data were replicated at least one time (N=2 biological experiments)                                                               |
| Randomization   | Samples were randomly allocated into experimental groups and processed in no particular order to minimize batch effects.              |
| Blinding        | The investigators were not blinded to group allocation during data collection and analysis.                                           |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

| Materials & experimental systems    |                                                                 | Methods                             |                                                    |
|-------------------------------------|-----------------------------------------------------------------|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                                           | n/a                                 | Involved in the study                              |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  | <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       | <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          | <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |                                     |                                                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |                                     |                                                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |                                     |                                                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |                                     |                                                    |

### Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Antibody Clone Manufacturer Application dilution Experiment<br>B220 APC RA3-6B2 eBioscience FACS 1:200 Co-culture readout<br>B220 eF450 RA3-6B2 eBioscience FACS 1:400 Co-culture readout<br>B220 FITC RA3-6B2 Invitrogen FACS 1:400 YS lineage staining<br>B220 Biotin RA3-6B2 eBioscience FACS 1:200 FL HSC staining, FACS sort LT-HSC<br>CD16/CD32 93 Invitrogen FACS 1:100 Fc blocking<br>CD16/CD32 AF700 93 eBioscience FACS 1:200 YS EMP/LMP staining<br>CD19 APC_eF780 eBio1D3 eBioscience FACS 1:200 Co-culture readout<br>CD19 PE-Cy7 eBio1D3 eBioscience FACS 1:200 terminal BM samples<br>CD24a PE 30-F1 eBioscience FACS 1:200 YS EHT staining<br>CD24a PerCPy5.5 M1/69 BD FACS 1:200 YS EHT staining<br>CD25 Biotin eBio7D4 eBioscience FACS 1:200 Co-culture readout<br>CD3 APC 145-2C11 eBioscience FACS 1:200 terminal BM samples<br>CD3 FITC 145-2C11 eBioscience FACS 1:400 YS lineage staining<br>CD3 biotin 145-2C11 eBioscience FACS 1:200 FL HSC staining, FACS sort LT-HSC<br>CD31 PECy7 390 BioLegend FACS 1:200 YS EHT, AGM-HSC staining<br>CD41 APC MWReg30 eBioscience FACS 1:200 AGM /YS lineage staining<br>CD41 Biotin MWReg30 eBioscience FACS 1:400 AGM /YS lineage staining<br>CD41 FITC MWReg30 eBioscience FACS 1:400 AGM /YS lineage staining<br>CD41 PE MWReg30 eBioscience FACS 1:200 YS EHT staining<br>CD41 PECy7 MWReg30 eBioscience FACS 1:200 YS EMP/LMP staining<br>CD45 Biotin 30-F11 Invitrogen FACS 1:400 AGM /YS lineage staining<br>CD45 FITC 30-F11 Invitrogen FACS 1:400 AGM /YS lineage staining<br>CD45 PerCPy5.5 30-F11 eBioscience FACS 1:400 Co-culture readout, AGM-HSC staining |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

CD45.1 APC- Efi 780 A20 eBioscience FACS 1:400 peripheral blood analysis  
 CD45.2 PerCp 5.5 104 eBioscience FACS 1:400 peripheral blood analysis  
 CD127 eF450 A7R34 eBioscience FACS 1:100 YS EMP/LMP staining  
 CD127 PE A7R34 Invitrogen FACS 1:100 YS EMP/LMP staining  
 CD48 APC, FACS sort LT-HSC HM48-1 eBioscience FACS 1:200 FL HSC staining  
 CD150 PE-Cy7 TC15-12F12.2 BioLegend FACS 1:400 FACS sort LT-HSC  
 CD150 PE TC15-12F12.2 BioLegend FACS 1:400 FL HSC staining  
 CD201 (EPCR,ProcR) APC eBio1560 eBioscience FACS 1:200 AGM-HSC  
 c-Kit APC 2B8 eBioscience FACS 1:400 AGM/YS EHT staining  
 c-KIT PE 2B8 eBioscience FACS 1:400 AGM-HSC / AGM staining  
 c-Kit APC eF780 2B8 eBioscience FACS 1:200 AGM/YS EHT, AGM-HSC and FL HSC staining  
 c-Kit SB436 2B8 eBioscience FACS 1:600 AGM/YS EHT staining  
 Ly-6G / Gr1 APC RB6-8C5 eBioscience FACS 1:400 Co-culture readout  
 Ly-6G / Gr1 FITC RB6-8C5 eBioscience FACS 1:400 YS lineage staining  
 Ly-6G / Gr1 PECy7 RB6-8C5 eBioscience FACS 1:200 Co-culture readout  
 LYVE1 eF660 ALY7 eBioscience FACS 1:10000 YS EHT staining  
 Ly-6G / Gr1 biotin RB6-8C5 eBioscience FACS 1:200 Fetal liver HSC, FACS sort LT-HSC  
 CD11b / Mac1 APC M1/70 eBioscience FACS 1:400 Co-culture readout  
 CD11b / Mac1 PE M1/70 eBioscience FACS 1:200 Co-culture readout  
 CD146 / MCAM Biotin ME-9FI BD FACS 1:200 YS EHT staining  
 CD146 / MCAM BV786 ME-9FI BD FACS 1:200 YS EHT staining  
 NK1.1 PerCpCy5.5 PK136 eBioscience FACS 1:200 Co-culture readout  
 Ly-6A/E (Sca-1)-FITC E13-161.7 BD FACS 1:200 AGM-HSC, Fetal liver HSC  
 Streptavidin BV421 Biolegend FACS 1:400 AGM/YS EHT staining  
 Streptavidin PerCP5.5 eBioscience FACS 1:200 Fetal liver HSC  
 SYTOX Green Invitrogen FACS 1:1000 Viability dye  
 TER119 Biotin TER-119 Biolegend FACS 1:400 AGM /YS lineage staining, FACS sort LT-HSC  
 TER119 BV650 TER-119 Biolegend FACS 1:100 Co-culture readout  
 TER119 FITC TER-119 Biolegend FACS 1:400 AGM /YS lineage staining  
 TER119 PE TER-119 Biolegend FACS 1:200 Co-culture readout  
 Thy1.2 (CD90.2) SB600 53-2.1 Invitrogen FACS 1:200 Co-culture readout  
 Lyve1 AF2125 R&D Systems Whole mount IF 1:200 detection of HE-EMP  
 Runx1+Runx2+Runx3 EPR3099 Abcam Whole mount IF 1:400 detection of HE  
 GFP A10262 Invitrogen Whole mount IF 1:500 detection of Vwf:GFP reporter  
 anti goat Alexa Fluor Plus 647 A32849 Invitrogen Whole mount IF 1:500 detection of LYVE1  
 anti rabbit Alexa Fluor 555 A32794 Invitrogen Whole mount IF 1:500 detection of RUNX  
 anti chicken Alexa Fluor 488 A78948 Invitrogen Whole mount IF 1:500 detection of GFP

## Validation

All antibodies used have been validated by the manufacturers for their respective applications.

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                      |                                                                                                                                                     |
|----------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | OP9 cells (mouse bone marrow stromal cell line; ATCC® CRL-2749™) were obtained from the American Type Culture Collection (ATCC, Manassas, VA, USA). |
| Authentication                                                       | not done                                                                                                                                            |
| Mycoplasma contamination                                             | not tested                                                                                                                                          |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | NA                                                                                                                                                  |

## Animals and other research organisms

Policy information about [studies involving animals; ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                    |
|-------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | mouse embryos E9 - E16, were generated from crosses between reporter male (C57BL/6J <sup>OlaHsd</sup> ) mice and wt female Hsd:ICR (CD-1 <sup>®</sup> ) mice. For transplantations NSGS (NOD.Cg-Prkdcscid Il2rgtm1Wjl Tg(CMV-IL3,CSF2,KITLG)1Eav/MloySzJ) mice (CD45.1) aged 8-12 weeks were used. |
| Wild animals            | No                                                                                                                                                                                                                                                                                                 |
| Reporting on sex        | Embryos were not sexed. adult transplant recipient were female                                                                                                                                                                                                                                     |
| Field-collected samples | na                                                                                                                                                                                                                                                                                                 |
| Ethics oversight        | Mouse work was performed in accordance with the United Kingdom Animal Scientific Procedures Act (ASPA) 1986. Animal experiments performed at the Cancer Research United Kingdom Manchester Institute (CRUK-MI) were approved by the Animal                                                         |

Welfare and Ethics Review Body (AWERB) of the CRUK-MI. Experiments performed at the University of Oxford were approved by the Oxford Clinical Medicine Ethical Review Committee.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

Seed stocks

na

Novel plant genotypes

na

Authentication

na

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

Sample preparation

For the single cell RNA-seq and in vitro functional assays, dissected yolk-sacs were digested in a mix of Collagenase IV (2 mg/ml, Worthington) and DNase I (200 U/ml, Calbiochem) at 37 °C for 15 min. The dissociated cells were pelleted (300 g for 5 min at 4°C) and resuspended in phosphate buffered saline containing 10% fetal bovine serum (10% FBS in PBS) and further processed for FACS-analyses/sorting. E16.5 Fetal livers, dissected livers were crushed with the end of a 1ml syringe through a 40um cell strainer into IMDM+10% FBS. Dissected AGM tissues at E10.5 were finely chopped and the obtained fragments were digested in a mix of Collagenases IV (2 mg/ml, Worthington) and DNase I (200 U/ml, Calbiochem) at 37 °C with gentle agitation for 15 min. The dissociated cells were centrifuged at 300 g for 6 min and resuspended in PBS supplemented with 10% FBS for subsequent processing. All flow cytometry analyses was performed on a BD LSRFortessa™ X-20 Cell Analyzer (BD Biosciences) or Novocyte Quanteon (Agilent). All cell sorting was performed on a BD FACSAria™ III Cell Sorter (BD Biosciences). Antibodies used for FACS are listed in table 5. For scRNA-seq cells were directly sorted into lysis buffer and snap-frozen before further processing. FlowJo software (BD Biosciences) was used to analyze all FACS data.

Instrument

BD LSRFortessa™ X-20 Cell Analyzer (BD Biosciences). BD FACSAria™ III Cell Sorter (BD Biosciences). Novocyte Quanteon (Agilent).

Software

BD FACSDiva™ Software, FlowJo v10

Cell population abundance

see manuscript

Gating strategy

see manuscript. extended figure 1

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

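Nanopore long-read libraries of single mouse cells, 161 of HE clusters and 60 of progenitor clusters, were analysed here. The Smart-seq2 libraries behind most conclusions of the paper were not analysed here. The authors basecalled the reads, trimmed them with bbduk, removed chimeric reads with YACRD and porechop, aligned them to GENCODE transcripts with Minimap2 keeping several alignments per read, and quantified them with NanoCount. The estimated counts deposited by the authors are not normalized and need not be whole numbers. The TPM values deposited by the authors are the same estimates scaled to an equal total per cell; the largest relative difference from counts scaled that way was 1.15e-12. The authors' later filter on library size and DESeq2 normalization are not in the deposited values.

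Cells were grouped by the cluster names in the sample labels, with YS_m1 and YS_m2 taken as a1 and a2 and AGM_5 as c5. Cells with fewer than 17595 estimated counts were left out, after the filter in the methods, which kept 208 cells with totals from 18131 to 125339. Each cell is a sample of its own and no embryo is named, so no test, p-value or standard error was computed. Intervals are 95% exact Poisson or binomial intervals and cover counting error only. Entropy followed the Laplace entropy of the methods, with 1 count added per isoform. Isoform fractions were taken from summed counts. Gene ratios are log2 ratios of summed counts relative to the population's total count (CPM), with a floor of 3 counts where a population had none; ratios of list genes had 0.5 counts added to each group. A list's median was set beside 10000 random lists matched on mean expression. Estimated counts were rounded before thinning, intervals and size factors. GC content came from transcripts of the mouse reference annotation GENCODE M21, matched by identifier and length, and no coordinates were used because the files use another release.

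Genes were named by a rule fixed before the data were examined: the genes with isoform plots in Extended Data Fig. 7a–e, the genes the paper names for its HE populations or for splicing, members of the reported lists of Supplementary Table 1, and the 5 genes with the largest and the 5 with the smallest entropy difference among those with values in at least 20 cells of each HE population and the same sign in each run. Of the genes this rule covers, 1 is not reported here. Upf1, Actb, Actg1 and the values other than entropy of Sf3b1, Rps4x, Rpl39, 4930539M17Rik, Tuba1b and Rps29 were chosen after their values were seen. Marker lists for erythroid, megakaryocyte, macrophage, mesenchyme, endothelium, blood and yolk-sac endoderm cells were fixed together with this rule and used only to look for RNA of other cells. Processed-pseudogene shares count processed, transcribed processed and translated processed pseudogenes.

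The alternatives covered the library-size filter, size factors, TPM, depth per cell and per gene, the pseudocount, limits on counts, cells and isoforms, single nanopore runs, clusters, cDNA plates and projects, stage, and the weighting of cells. The entropy calculation was tested on simulated counts in which all but 200 of 3924 genes had identical isoform shares in the populations compared. These were drawn once at the real depths, from rounded counts. The real full-depth entropy was computed without rounding, over 4349 genes. At full depth the 3724 unchanged genes had a median difference of -0.0248 for HE AGM minus HE YSA, with 15.6% of them higher in HE AGM, and 85% of the 200 genes made more even in HE AGM came out higher. For HE AGM minus HE YSP these values were -0.0285, 13.9% and 77.5%. With cells thinned to 28000 counts, the 2661 unchanged genes had medians of 0.00393 and 0.00509 in the same comparisons. Why these medians were not 0 at equal totals was not tested.

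The work used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, matplotlib 3.10.9, R 4.3.3 and DESeq2 1.42.0, the last only for size factors.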

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

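The tests of nanopore run, of cDNA project and of reads shared by Rps4x and Rpl39 with pseudogenes were chosen only after the results were seen; those of depth, shared reads in all families, RNA from other cells, length and GC content were set down before their values.

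The retained-intron transcript Sf3b1-203, which the paper's text does not name, was found far above the limit that a count of 0 allows. It had 358 CPM in HE YSA (95% Poisson interval 332 to 386) and 323 in HE YSP, against 15.9 in HE AGM (11.9 to 20.8) and 15.9 in AGM c5. At least 1 count was found in 51 of 52 HE YSA cells and in 17 of 49 HE AGM cells, although the HE AGM cells were deeper. The gene was singled out after its values were seen. For all transcripts of Sf3b1 together, the cell of an AGM cDNA project in cluster a1 had 232 CPM and the 2 cells of the YS project with AGM in their library names had 583 and 409.6. AGM cells ranged from 0 to 250.0 and YS cells from 0 to 1060. These are too few cells, so cDNA project and tissue cannot be told apart, and no other explanation was tested for this transcript.

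Rps4x, which the paper's text does not name either, had 930.2 CPM in HE AGM and 66.1 in HE YSA. With 0.5 counts added to each sum, this was a log2 ratio of 3.81. The log2 ratio was 4.48 for Rpl39, 3.95 for Upf1 and 2.71 for Hnrnpl. A difference in depth is argued against as the whole cause: between cells with totals from 30000 to 60000 the smallest of the 4 log2 ratios was 2.50, that of Hnrnpl. Among protein-coding genes the median log2 ratio of HE AGM over HE YSA was highest for the longest transcripts, at 1.22 from 5088 nt. It was -0.350 from 1320 to 1644 nt. Whether this trend bears on isoform fractions was not tested. Genes of similar transcript length had median log2 ratios of -0.338 for Rps4x, 0.0373 for Rpl39, 0.220 for Hnrnpl and 1.10 for Upf1. Genes of similar GC content had medians up to 0.37. The 4 genes were chosen for the pattern, so length and GC content cannot be told apart from other explanations by these medians. Reads shared with the pseudogenes named after them are argued against as the whole cause for Rps4x and Rpl39. The sums of gene and pseudogene had log2 ratios, AGM over YS in all cells used, of 3.47 for Rps4x and 3.98 for Rpl39, against 3.95 and 4.35 for the genes alone. Pseudogenes with other names, and shared reads of Upf1 and Hnrnpl, were not tested. Rps4x had 7.21 CPM in the cell of an AGM cDNA project in cluster a1 and 0.370 and 10.4 in the 2 cells of the YS project with AGM in their library names, within the range of YS cells (0.00725 to 770.0) and below that of AGM cells (78.9 to 1936). In the cell with 10.4 CPM of Rps4x, Rpl39 had 116 and Hnrnpl 351, within the ranges of both AGM and YS cells. The other cell of the YS project had 0 of both, and the cell of the AGM project had 38.6 and 0. These are too few cells, and cDNA project and tissue cannot be told apart.

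Processed pseudogenes, a class outside the genes the paper discusses, took 25.5% of the counts of YS cells and 17.5% of those of AGM cells. The shares were 16.6% in HE AGM, 24.8% in HE YSA and 25.2% in HE YSP. The nanopore run is argued against, since the smallest of the 3 runs' differences was 6.11 percentage points. So is depth as the whole cause, since the difference was 6.32 points between cells with totals from 30000 to 60000. RNA from erythroid cells is argued against too, as globin transcripts took 0.0131% of the counts of the 3 HE populations. In 78.6% of 182 families of a gene and the pseudogenes named after it, the pseudogenes' share was higher in YS cells. The median absolute log2 ratio between AGM and YS was 0.87 for the pseudogenes and 0.48 for the family sums. A candidate explanation is that reads were divided differently between genes and their pseudogenes in the AGM and YS libraries. The 2 cells of the YS cDNA project with AGM in their library names had shares of 27.6% and 24.8%, and the cell of an AGM project in cluster a1 had 21.7%. These are too few cells, and cDNA project and tissue cannot be told apart.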

How the results depend on the processing

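The median-ratio size factors, thinned cells without a pseudocount, single runs with thinned cells, thinned cells with genes found in 10 cells of each of 6 groups, a limit of 1 count and the removal of ribosomal protein genes were chosen only after the data were seen; the other alternatives were set before. No paired analysis was made and no result comes from a test, because no embryo is named and each group counts as 1 sample. HE YSA and HE YSP share cDNA plates at the same stage, but were not compared within plate and stage.

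At full depth entropy was lower in HE AGM than in both YS populations in each run alone, with each run left out, and in the early and the late clusters. It was higher under TPM, at full depth without a pseudocount and with cells thinned to 28000 counts, and lower with thinned cells or thinned genes without a pseudocount and with pooled counts at 1 total. Of 99 median differences under alternatives, 67 moved by less than the spread between runs and 19 changed sign. The difference between HE YSP and HE YSA was above 0 in each run alone, but near 0 in runs 2 and 3. Below, the difference is the median over genes of the difference in mean entropy, and the share is that of genes with higher entropy in the population named first. Thinning changes depth by construction. The pseudocount does not act through depth per cell alone. With cells thinned to 28000 counts, leaving it out changed HE AGM minus HE YSA from 0.00369 to -0.0106. For the other settings the cause was not tested.

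With the library-size limit on the log scale, the shares were 20.6% (HE AGM over HE YSA), 17.9% (HE AGM over HE YSP) and 56.5% (HE YSP over HE YSA). Under DESeq2 size factors of the poscounts type, the differences were -0.00343 (HE AGM minus HE YSA) and -0.00404 (HE AGM minus HE YSP) and the shares were 42.3% (HE AGM over HE YSA), 42.0% (HE AGM over HE YSP) and 49.2% (HE YSP over HE YSA). For DESeq2 median-ratio size factors, the differences were -0.000347 (HE AGM minus HE YSA), -9.40e-05 (HE AGM minus HE YSP) and -0.000960 (HE YSP minus HE YSA) and the shares were 48.3% (HE AGM over HE YSA), 48.6% (HE AGM over HE YSP) and 46.4% (HE YSP over HE YSA). Using TPM in place of counts, the differences were 0.0258 (HE AGM minus HE YSA), 0.0311 (HE AGM minus HE YSP) and -0.00258 (HE YSP minus HE YSA) and the shares were 65.0% (HE AGM over HE YSA), 66.2% (HE AGM over HE YSP) and 46.6% (HE YSP over HE YSA). With cells thinned to 28000 counts, the differences were 0.00369 (HE AGM minus HE YSA), 0.00359 (HE AGM minus HE YSP) and -0.00140 (HE YSP minus HE YSA) and the shares were 54.2% (HE AGM over HE YSA), 55.6% (HE AGM over HE YSP) and 47.0% (HE YSP over HE YSA). Under thinned cells and genes with values in 10 cells of each of 6 groups, the differences were 0.0128 (HE AGM minus HE YSA), 0.0137 (HE AGM minus HE YSP) and -0.00190 (HE YSP minus HE YSA) and the shares were 63.0% (HE AGM over HE YSA), 63.7% (HE AGM over HE YSP) and 45.3% (HE YSP over HE YSA). For thinned cells and no pseudocount, the differences were -0.0106 (HE AGM minus HE YSA) and -0.0121 (HE AGM minus HE YSP) and the shares were 43.2% (HE AGM over HE YSA), 42.1% (HE AGM over HE YSP) and 52.0% (HE YSP over HE YSA). Using each gene thinned to 5 counts per cell and no pseudocount, the differences were -0.00868 (HE AGM minus HE YSA) and -0.00933 (HE AGM minus HE YSP) and the shares were 42.3% (HE AGM over HE YSA), 42.5% (HE AGM over HE YSP) and 50.2% (HE YSP over HE YSA). With no pseudocount, the differences were 0.00833 (HE AGM minus HE YSA) and 0.00786 (HE AGM minus HE YSP) and the shares were 58.7% (HE AGM over HE YSA), 57.7% (HE AGM over HE YSP) and 50.6% (HE YSP over HE YSA). Under at least 5 counts of the gene in the cell, the shares were 23.2% (HE AGM over HE YSA) and 20.9% (HE AGM over HE YSP). For at least 20 counts of the gene in the cell, the difference was 0.00699 (HE YSP minus HE YSA) and the shares were 29.2% (HE AGM over HE YSA), 26.1% (HE AGM over HE YSP) and 64.6% (HE YSP over HE YSA). Using only isoforms with at least 10 summed counts, the shares were 23.6% (HE AGM over HE YSA) and 19.9% (HE AGM over HE YSP). With at least 20 cells of each population, the share was 60.0% (HE YSP over HE YSA). Under run 1 alone, the shares were 30.7% (HE AGM over HE YSA) and 23.6% (HE AGM over HE YSP). For run 2 alone, the shares were 25.8% (HE AGM over HE YSA), 24.0% (HE AGM over HE YSP) and 51.3% (HE YSP over HE YSA). Using run 3 alone, the difference was -0.0494 (HE AGM minus HE YSA) and the shares were 18.1% (HE AGM over HE YSP) and 51.2% (HE YSP over HE YSA). With run 1 alone and thinned cells, the differences were 0.00172 (HE AGM minus HE YSA) and 0.00167 (HE AGM minus HE YSP) and the shares were 52.2% (HE AGM over HE YSA), 52.2% (HE AGM over HE YSP) and 49.9% (HE YSP over HE YSA). Under run 2 alone and thinned cells, the differences were -0.00210 (HE AGM minus HE YSA), 0.00393 (HE AGM minus HE YSP) and -0.00627 (HE YSP minus HE YSA) and the shares were 48.2% (HE AGM over HE YSA), 53.4% (HE AGM over HE YSP) and 43.9% (HE YSP over HE YSA). For run 3 alone and thinned cells, the differences were 0.00207 (HE AGM minus HE YSA) and 0.00238 (HE AGM minus HE YSP) and the shares were 52.6% (HE AGM over HE YSA), 52.4% (HE AGM over HE YSP) and 50.8% (HE YSP over HE YSA). Using early clusters (c3, a1, b2), the shares were 20.4% (HE AGM over HE YSA) and 17.3% (HE AGM over HE YSP). With late clusters (c4, a2, b3), the shares were 21.3% (HE AGM over HE YSA) and 18.6% (HE AGM over HE YSP). Under HE AGM cells of 1 cDNA plate, the shares were 23.9% (HE AGM over HE YSA) and 20.7% (HE AGM over HE YSP). For HE AGM cells of 1 smaller cDNA project, the shares were 25.0% (HE AGM over HE YSA) and 22.9% (HE AGM over HE YSP). Using YS cells of E10.5, the difference was -0.00301 (HE YSP minus HE YSA) and the shares were 21.6% (HE AGM over HE YSA), 25.5% (HE AGM over HE YSP) and 43.7% (HE YSP over HE YSA). With the 3 YS cells with other library names left out, the share was 59.9% (HE YSP over HE YSA). Under pooled counts at 1 total, the differences were -0.0120 (HE AGM minus HE YSA) and -0.00985 (HE AGM minus HE YSP) and the shares were 45.2% (HE AGM over HE YSA), 45.2% (HE AGM over HE YSP) and 50.1% (HE YSP over HE YSA). With 1 run left out in turn, the shares were 17.6 to 22.8%, 16.0 to 18.8% and 54.6 to 60.8% for HE AGM over HE YSA, HE AGM over HE YSP and HE YSP over HE YSA.

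Genes detected per cell depended on the limit: counting any value above 0 gave 8243, 6373.5 and 6483 in HE AGM, HE YSA and HE YSP, and a limit of 5 counts gave 2661, 1720 and 1642. The percent of genes with an isoform fraction differing by more than 0.1 was 49.7, 47.4 and 11.5 at 200 counts per gene, for HE AGM against HE YSA, HE AGM against HE YSP and HE YSP against HE YSA, and 58.5, 55.8 and 25.3 without thinning. Fewer genes reach 200 counts.

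Of 90 isoform fractions under alternatives, 73 stayed within the counting interval. Means over cells were taken from cells with at least 5 counts of the gene. The leading fraction of Rpl34 in HE YSA was then 52.9% (52 cells). That of Ythdf2 in HE AGM was 35.3% (15 cells) and that of Runx1 in HE YSA 0% (4 cells). With TPM, Rpl34 gave 59.3% in HE AGM and 52.5% in HE YSA, and Ythdf2 71.9% in HE YSP. Leaving out 1 run gave 59.0 to 61.2% for Rpl34 in HE AGM, 50.2 to 58.2% in HE YSA and 52.5 to 56.8% in HE YSP, 83.9 to 96.2% for Arglu1 in HE YSP, 20.7 to 32.8% and 63.9 to 86.1% for Ythdf2 in HE AGM and HE YSA, and 58.6 to 82.8% and 3.13 to 21.7% for Runx1 in HE AGM and HE YSA. The cause was not tested.

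Of 565 log2 ratios of named genes under alternatives, 29 had another sign than the reported ratio; for 26 of them the counting interval of the reported ratio held 0, and for 3 it did not. Of these 3, with poscounts size factors, Actb in HE AGM over HE YSP was 0.14 in place of -0.30. Without run 3, Ythdf2 in HE YSP over HE YSA was 0.19 and P2ry1 in HE AGM over HE YSP was -0.21; at the other end of the range they were -0.58 for Ythdf2 and 2.08 for P2ry1, without run 2. Of 282 entropy differences of the 10 genes named for entropy, 6 changed sign, each where no pseudocount was added: Rps4x 0.0489 (thinned cells), Rps4x 0.0209 (thinned genes), Rps4x 0.0373 (full depth), Rpl39 0.00700 (thinned cells), Rpl39 0.00648 (full depth), Rps29 0.000629 (full depth). The list medians kept their direction under each alternative. With genes of at least 50 counts the arterial endothelium list gave 2.26 in place of 2.95, the EMP list 0.34 in place of 0.67 and the LMP list 1.12 in place of 1.63, and with genes of at least 1 count the yolk-sac endothelium list gave 2.84 and the LMP-fate list 1.94. Depth limits the YS populations most, with median totals of 34483.5 and 33297 counts in the cells used against 59311 in HE AGM.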

Differences from the paper's values

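The alternatives named in this part were set before the data were examined, apart from the median-ratio size factors, the single runs with thinned cells and thinned cells with genes found in each of 6 groups. The paper's values come from Smart-seq2 libraries and those here from nanopore libraries of a subset of the cells, so assay and cells differ. There are no replicates, and the error used is the counting interval, taken as equally wide on both sides. An isoform fraction differs here when it lies further from the paper's value than this error and one of the values is more than 1.5 times the other. A log2 ratio differs here when its sign is not the paper's or when it lies further from the paper's value than this error. The paper's fold changes were estimated with limma and voom on HE clusters downsampled to equal size. The ratios here are of counts summed over all cells used. The estimator therefore differs as well, and the counting error does not cover that.

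The paper gives a median of 6553 detected genes per cell for its 960 YS cells. Over the 138 YS nanopore cells the median was 3907.5 at a limit of 1 count. It was 6505 counting any value above 0, which lies within 1.5 times the paper's value. A limit of 5 counts, all cells, and cells thinned to 28000 counts stayed further away.

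Isoform fractions are compared with the source data of Extended Data Fig. 7a–e, by transcript identifier. Of 15 fractions, 8 differed. The leading nanopore isoform of Rpl34 took 60.6% in HE AGM against the paper's 21.9%, 54.7% in HE YSA against the paper's 32.6%, 55.0% in HE YSP against the paper's 35.1%. For Arglu1 the leading isoform took 95.7% in HE AGM against the paper's 7.51%, 91.4% in HE YSA against the paper's 20.2%, 91.6% in HE YSP against the paper's 23.6%. For Ythdf2 it took 26.5% in HE AGM against the paper's 11.7%. That of Pfn1 took 98.6% in HE AGM against the paper's 47.5%. Without run 3, Rpl34 in HE YSP gave 52.5%, less than 1.5 times the paper's value; the other alternatives left each of these fractions apart from the paper's.

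Log2 ratios are compared with Supplementary Table 3a, of which 1971 genes were used here and 217 further entries were not; 17 of the named genes were found in it, and those chosen after their values were seen are included. 44 of 51 ratios had the sign of the paper's, and 20 of these also lay within the counting error of it. Of the ratios given below, 2 differed in sign alone and lay within the counting error: those of Actg1 and Casc3 in HE YSP over HE YSA. Actb had a log2 ratio of -0.00140 for HE YSA over HE AGM against the paper's 0.96, 0.30 for HE YSP over HE AGM against the paper's 1.18, 0.31 for HE YSP over HE YSA against the paper's 0.20. Actg1 had a log2 ratio of 2.18 for HE YSA over HE AGM against the paper's 1.08, 2.16 for HE YSP over HE AGM against the paper's 1.11, -0.0234 for HE YSP over HE YSA against the paper's 0.0200 (it no longer differed with run 3 left out at 0.0650). Arglu1 had a log2 ratio of -1.40 for HE YSA over HE AGM against the paper's -2.67, -2.00 for HE YSP over HE AGM against the paper's -3.39. Casc3 had a log2 ratio of -0.36 for HE YSP over HE YSA against the paper's 0.37 (it no longer differed with run 3 left out at 1.07). Cd24a had a log2 ratio of -1.82 for HE YSA over HE AGM against the paper's -0.87. Gfi1 had a log2 ratio of 0.0520 for HE YSA over HE AGM against the paper's -0.90, -2.45 for HE YSP over HE AGM against the paper's -4.11, -2.50 for HE YSP over HE YSA against the paper's -3.22 (it no longer differed with run 1 left out at -2.72). Hnrnpl had a log2 ratio of -2.71 for HE YSA over HE AGM against the paper's -2.37 (it no longer differed with run 3 left out at -2.30), 0.0552 for HE YSP over HE YSA against the paper's -0.35 (it no longer differed with means over cells of CPM at -0.18, mean TPM at -0.18, DESeq2 size factors at -0.0588, run 3 left out at -0.46). Lyve1 had a log2 ratio of 4.71 for HE YSA over HE AGM against the paper's 1.42, 4.08 for HE YSP over HE YSA against the paper's 5.97. Mycn had a log2 ratio of -1.02 for HE YSP over HE AGM against the paper's -1.30 (it no longer differed with DESeq2 size factors at -1.39, run 2 left out at -1.15, run 3 left out at -1.06). Neurl3 had a log2 ratio of 0.33 for HE YSA over HE AGM against the paper's -1.55, -0.36 for HE YSP over HE AGM against the paper's -1.71 (it no longer differed with run 3 left out at -1.70). Psip1 had a log2 ratio of -2.31 for HE YSA over HE AGM against the paper's -3.23 (it no longer differed with DESeq2 size factors at -2.76), -1.62 for HE YSP over HE AGM against the paper's -2.80. Rpl39 had a log2 ratio of -4.50 for HE YSA over HE AGM against the paper's -1.63, -4.14 for HE YSP over HE AGM against the paper's -1.55. Sf3b1 had a log2 ratio of 3.54 for HE YSA over HE AGM against the paper's 1.05, 3.35 for HE YSP over HE AGM against the paper's 0.76. Srsf1 had a log2 ratio of -1.27 for HE YSA over HE AGM against the paper's -1.59 (it no longer differed with DESeq2 size factors at -1.68), -1.18 for HE YSP over HE AGM against the paper's -1.45 (it no longer differed with DESeq2 size factors at -1.60, run 2 left out at -1.45). Srsf2 had a log2 ratio of 0.10 for HE YSP over HE YSA against the paper's -0.13 (it no longer differed with run 2 left out at -0.0966). Srsf9 had a log2 ratio of -0.82 for HE YSA over HE AGM against the paper's -1.76, -1.44 for HE YSP over HE AGM against the paper's -2.05 (it no longer differed with DESeq2 size factors at -1.89). Where no alternative is named for a ratio, it still differed under each one set before the data were examined.

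The paper states that the nanopore data showed a global shift toward higher isoform entropy in HE AGM. With full-depth counts and a pseudocount the median difference was -0.0325 against HE YSA and -0.0380 against HE YSP, lower in HE AGM. Higher entropy in HE AGM was found with TPM (0.0258 and 0.0311), without a pseudocount (0.00833 and 0.00786) and with cells thinned to 28000 counts (0.00369 and 0.00359). With thinned cells of single runs, chosen after seeing the values, it was also found in run 1 (0.00172 and 0.00167) and run 3 (0.00207 and 0.00238), and in run 2 against HE YSP (0.00393) but not against HE YSA (-0.00210). Over the 1040 genes found in at least 10 cells of each of the 6 groups, also chosen after seeing the values, thinned cells gave 0.0128 and 0.0137, and simulated counts with identical isoform shares gave 0.0118 and 0.0138 over 994 of these genes. At equal depth it was lower in HE AGM with each gene thinned to 5 counts per cell and no pseudocount (-0.00868 and -0.00933), with pooled counts at 1 total (-0.0120 and -0.00985) and, chosen after seeing the values, with thinned cells and no pseudocount (-0.0106 and -0.0121). In simulated counts with identical isoform shares the differences were -0.0248 and -0.0285 at full depth with a pseudocount, 0.0402 and 0.0472 at full depth without one, 0.00393 and 0.00509 with thinned cells and a pseudocount and -0.00297 and -0.00890 with thinned cells and none. The real values lay below the simulated ones in each of these 4 settings, whether above or below 0. The other settings were not simulated over all genes. The simulation was drawn once from rounded counts, over fewer genes, while the real full-depth counts were not rounded. The gaps can therefore not be read as a difference in isoform use. With thinned cells and a pseudocount, repeated draws nearly reached the simulated value against HE YSA (up to 0.00391). The methods name counts normalized with DESeq2; poscounts size factors gave -0.00343 and -0.00404, and median-ratio size factors, chosen after seeing the values, gave -0.000347 and -9.40e-05. The paper's own statistic of Extended Data Fig. 7g was not computed here.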

Other observations

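In this part the tests of entropy against depth, nanopore run and cDNA project, and the set of genes with values in each of 6 groups, were chosen only after the results were seen.

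Entropy was lower in HE AGM at full depth, and HE AGM cells were deeper. The nanopore run is argued against, as the difference nearest 0 among the 3 runs was -0.0208 against HE YSA. Deeper libraries give the values the pattern needs: thinning each HE AGM cell to 0.581 of its counts, the ratio of the median totals of HE YSA and HE AGM, gave a full-depth minus thinned difference of -0.0382 in the same cells, while the populations differed by -0.0361 over the same genes. After that thinning HE AGM minus HE YSA was -0.00500. Thinned to 0.561 of their counts, the ratio for HE YSP, HE AGM cells gave a full-depth minus thinned difference of -0.0402. The populations differed by -0.0425 over the same genes, and HE AGM minus HE YSP was -0.00804 after thinning. The thinned counts were rounded first and the full-depth ones were not, so these values hold rounding as well as depth. Without a pseudocount the excess in HE AGM at full depth gave way to -0.0106 once cells were thinned to 28000 counts. The sign of each full-depth difference may therefore come from depth. HE AGM cells of 1 smaller cDNA project gave -0.0433 against HE YSA, but no project holds enough cells of both tissues, so cDNA project and tissue cannot be told apart. In simulated counts with identical isoform shares, the unchanged genes had medians for HE AGM minus HE YSA and HE AGM minus HE YSP of -0.0248 and -0.0285 at full depth, where the real cells gave -0.0325 and -0.0380, and of 0.00393 and 0.00509 at 28000 counts, where the real cells gave 0.00369 and 0.00359. Without a pseudocount they had 0.0402 and 0.0472 at full depth against 0.00833 and 0.00786 in the real cells, and -0.00297 and -0.00890 at 28000 counts against -0.0106 and -0.0121. The simulated and real signs were the same in these 4 settings and the real values were the lower ones in each, so their sizes stay open. The gap was small for thinned cells with a pseudocount. Over 10 draws the real values there ranged from 0.00282 to 0.00391 against HE YSA and from 0.00283 to 0.00421 against HE YSP. The simulation leaves out differences between cells of 1 population. It was drawn once from rounded counts, over fewer genes, while the real full-depth counts were not rounded. The gaps therefore do not show a difference in isoform use. A difference in isoform use stays open as an explanation of these entropy values. Isoform fractions differed more between HE AGM and the YS populations than between runs, but cDNA project and tissue cannot be told apart there.

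The progenitor clusters were set beside the HE populations over genes with values in each of the 6 groups. At full depth AGM c5 minus YS p1 was -0.0331 and AGM c5 minus YS p2 -0.0372, over 1966 genes. At 28000 counts they were 0.0167 and 0.0170 over 1040 genes, where HE AGM minus HE YSA was 0.0128 and HE AGM minus HE YSP 0.0137. In the simulated counts with identical isoform shares the last of these comparisons gave 0.0138 and the one before it 0.0118, over 994 of the genes. With each gene thinned to 5 counts per cell and no pseudocount, the same 4 differences were -0.00197, -0.0124, -0.00763 and -0.00907, over 1280 genes. The direction between AGM and YS progenitors thus depended on the setting, as it did between HE populations, and its cause was not tested.

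The leading nanopore isoforms of the genes in Extended Data Fig. 7a–e are given here because the paper's panels show Smart-seq2 data. Runx1-201 took 77.7% of Runx1 counts in HE AGM (95% binomial interval 71.9 to 82.8), 11.6% in HE YSA (3.89 to 25.1) and 0 of 17 counts in HE YSP, which allows up to 19.5%. The retained-intron isoform Ythdf2-202 took 26.5%, 70.9% and 62.6% in HE AGM, HE YSA and HE YSP, on 218, 150 and 100 counts. Rpl34-201 took 60.6%, 54.7% and 55.0%, Arglu1-204 95.7%, 91.4% and 91.6%, and Pfn1-201 98.6%, 98.5% and 98.4%.

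Gene lists of Supplementary Table 1 were set beside 10000 random lists of the same size. The study chose some of them on cells that include these, so they describe the libraries and are not independent evidence. The arterial endothelium list had a median log2 ratio of 2.95 in HE YSA over HE YSP (14 of 14 genes higher; 100 as percentile; 3.59, 2.76 and 2.50 in the 3 runs). The yolk-sac endothelium list had a median log2 ratio of 3.59 in HE YSP over HE YSA (21 of 21 genes higher; 100 as percentile; 3.23, 4.15 and 4.47 in the 3 runs). The Notch pathway list had a median log2 ratio of 3.12 in HE AGM over HE YSP (17 of 17 genes higher; 100 as percentile; 3.04, 1.60 and 3.39 in the 3 runs). The common HE list had a median log2 ratio of 1.16 in HE AGM over HE YSP (8 of 8 genes higher; 96.2 as percentile; 1.39, 1.16 and 1.87 in the 3 runs). The EMP list had a median log2 ratio of 0.67 in YS p2 over YS p1 (46 of 65 genes higher; 100 as percentile; 0.96, 0.38 and 0.10 in the 3 runs). The EMP-fate list had a median log2 ratio of 0.91 in YS p2 over YS p1 (7 of 7 genes higher; 99.95 as percentile; 0.96, 1.03 and 0.63 in the 3 runs). The LMP list had a median log2 ratio of 1.63 in YS p1 over YS p2 (21 of 23 genes higher; 100 as percentile; 1.37, 0.64 and 2.14 in the 3 runs). The LMP-fate list had a median log2 ratio of 1.22 in YS p1 over YS p2 (11 of 12 genes higher; 100 as percentile; 0.97, 1.52 and 1.61 in the 3 runs). The median of all genes was 0.41 in HE AGM over HE YSP, and 17 of 17 genes of the Notch pathway list and 7 of 8 of the common HE list lay above it; the counts of higher genes above are relative to 0.

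Marker genes of other cells were summed per population. Erythroid genes had 228, 46.2 and 36.5 CPM in HE AGM, HE YSA and HE YSP; the highest HE AGM cell had 11662, and without that cell HE AGM had 32.7. The most abundant of them was Hbb-y, with 83.2, 26.2 and 10.2. In the same order, megakaryocyte genes had 6.31, 9.97 and 44.3, macrophage genes 5.71, 8.40 and 5.98, and yolk-sac endoderm genes 2.40, 1.05 and 0.598. Mesenchyme genes had 2.40, 8.92 and 10.2, and 172 in AGM c5, all of it from Dlk1, while Col1a1, Col1a2 and Col3a1 had 0 there. Endothelium genes, which belong to the cells studied, had 1017, 572 and 616, and blood genes 135, 48.3 and 71.2.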
